# Defining the marker and developmental trajectory of myeloid-derived suppressor cells in aging by single-cell transcriptomics

**DOI:** 10.1038/s41514-025-00317-x

**Published:** 2025-12-24

**Authors:** Yaru Su, Ruimin Wu, Haochen Ai, Zhaoming Zhong, Lin Zou, Zihan Wang, Kewu Tu, Lingzheng Tang, Jiawen Gao, Yusheng Huang, Congrui Liao, Guanhai Zeng, Hongyang Zhang, Jian Jin, Siyuan Zhu

**Keywords:** Cancer, Cell biology, Computational biology and bioinformatics, Immunology

## Abstract

Myeloid-derived suppressor cells (MDSCs) are recognized as a key mediator of immunosuppression in aging, which induce immunosenescence and increase elderly people’s susceptibility to infections, cancers, autoimmune diseases, and degenerative diseases. However, the commonly used MDSC markers overlap with those defining healthy and normal neutrophils or monocytes, which makes it challenging to distinguish MDSCs from their myeloid counterparts, and hampers deeper understanding of the pathophysiological functions of MDSCs. In this study, we compared MDSCs from aged mice to young controls using single-cell RNA sequencing. We established MDSC-specific gene signature, which revealed the general characteristics of MDSCs during aging, and thus facilitating distinguishing them from normal myeloid cells. Experimental study revealed that CD300c may serve as a specific marker for improved detection and enrichment of MDSCs in aging. CD11b^+^Gr1^+^CD300c^+^ cells demonstrated a robust ability of T cell suppression. The universality and applicability of MDSC-specific gene signature have also been demonstrated in human myeloid cells. We also found that MDSCs from aged individuals shared the similar developmental trajectory with their myeloid counterparts, and may develop from mature myeloid cells, both in mice and human beings, which has been reported by a limited number of studies. Overall, our work extends the understanding of MDSCs in aging process.

## Introduction

It is now well known that the aging process profoundly remodel the immune system, reducing the activity of both innate and adaptive immunity, resulting in the increased risk of cancers, autoimmune diseases, infections in the old populations^1^. A chronic low-grade inflammation is one of the important hallmarks of the aging process, which is termed as inflammageing^2^. Inflammageing is closely related to age-related immune deficiency, generally known as immunosenescence^2,3^. Accumulated researches have reported that immunosenescence might be caused by an increased activity of immunosuppressive cells rather than cellular senescence^4^.

Myeloid-derived suppressor cells (MDSCs) are described as a loosely defined group of heterogeneous neutrophil- and monocyte-like myeloid cells, which originate from hematopoietic stem cells (HSCs) through the myelopoietic pathway^5^ and are increasingly recognized as one of the key mediators of immunosuppression in various conditions^6,7^. Two major subsets were determined based on their phenotypic and morphological features: granulocytic or polymorphonuclear MDSCs (PMN-MDSCs) and monocytic MDSCs (M-MDSCs)^6^. Previous studies showed that inflammageing induces myelopoiesis in the bone marrow, which not only increases generation of mature myeloid cells, such as monocytes, macrophages, and neutrophils, but also immature myeloid progenitors and MDSCs^8^. It is now known that aging process is associated with a significant increase in the presence of MDSCs in the bone marrow, blood, spleen, and peripheral lymph nodes^8–11^. The expanded MDSCs drive immunosuppression and induce immunosenescence, recent studies have shown that MDSCs from aged individuals could inhibit antigen-induced T cell proliferation, impair natural killer (NK) cell and dendritic cell (DC) function and suppress B cell response^7^. In addition, MDSCs could also induce the proliferation and differentiation of regulatory T (Tregs) and B (Bregs) cells, thereby establishing an intact immunosuppressive network^4,12^. MDSCs could mediate immunosuppression by stimulating the expression of arginase 1 (ARG1), arginase 2 (ARG2) and indoleamine 2,3-dioxygenase (IDO), which serve to deplete essential amino acids vital for T cell proliferation, thereby exerting a potent inhibitory effect on the immune response^13^. In addition, MDSCs also secrete reactive oxide species (ROS) and nitric oxide (NO), alongside a spectrum of immunosuppressive cytokines such as interleukin-10 (IL-10) and transforming growth factor-β (TGF-β)^7,14^. Collectively, these mechanisms perform pivotal functions in the immunosuppression capabilities of MDSCs.

It is now known that human PMN-MDSCs have been described as CD11b^+^CD15^+^HLA-DR^low^CD66b^+^, M-MDSCs as CD11b^+^CD14^+^CD33^+^HLA-DR^low/neg^^7^. Their mouse counterparts have been defined as CD11b^+^Ly6G^+^ and CD11b^+^Ly6C^+^ Ly6G^low^, respectively^7^. However, these markers are also expressed by the classical or mature monocytes and neutrophils, this will increase the difficulty to distinguish MDSCs from normal myeloid cells, which limits our perceptions of MDSCs^15^. In recent years, with the development of higher-dimensional cytometric studies and single-cell RNA sequencing (scRNAseq) technology, researchers have described the extensive heterogeneity and the markers of MDSCs in different pathological conditions^16–18^. Nevertheless, the unique molecular features of MDSCs in aging process are now unclear, and it remains elusive whether MDSCs represent a unique subpopulation of myeloid cells that differ from their young, healthy counterparts.

In the present study we conducted scRNAseq analysis of myeloid cells collected from old and young mice. We described the development trajectory, specific surface marker and unique gene signature of MDSCs during aging and validated the findings in human single-cell datasets simultaneously, thus facilitating distinguishing them from normal myeloid cells.

## Results

### Identifying MDSCs from neutrophilic and monocytic lineages by single-cell transcriptome analysis

To distinguish MDSCs from normal neutrophils or monocytes, scRNAseq was employed to analyze and compare the gene expression patterns of bone marrow-derived myeloid cells isolated from aged and young mice. In summary, bone marrow cells (excluding red blood cells) were extracted from the tibias and femurs of both aged and young mice. Subsequently, these cells were sorted using fluorescence-activated cell sorting (FACS) to isolate the CD11b^+^Gr1^+^ myeloid lineages and then profiled by the scalable droplet-mediated scRNAseq system (Fig. 1A). The scRNAseq libraries were generated using the 10X Genomics Chromium platform. 

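The data are counts of unique molecular identifiers (UMIs), short tags which let the copies of 1 captured RNA molecule be counted once, for each gene in each cell. There was 1 library from aged mice (20 months old) and 1 library from young mice (8 weeks old), and the methods give 3 male mice per age. The sorted CD11b+Gr1+ cells are bone marrow cells which carry the integrin CD11b and the Gr1 antigen of myeloid cells. The authors made the counts with Cell Ranger Count on the mm38 mouse genome and deposited them as whole numbers without normalization. The library from aged mice held 124322407 UMIs over 14944 cell barcodes, and the library from young mice held 110871087 UMIs over 9281 barcodes. The mean number of UMIs per barcode was 8319 and 11946, respectively, although the methods also name Cell Ranger Aggr to bring the libraries to a uniform depth. The 26661 gene identifiers in the files were all found in the GENCODE annotation of GRCm38. The cells were filtered by the limits given in the methods, integrated by canonical correlation analysis in Seurat and clustered. The resolution was the lowest on a fixed grid which gave at least 23 clusters of all cells and at least 5 clusters of each lineage, after the numbers in the figures. The neutrophilic and monocytic lineages were clustered without the 472 MDSC signature genes and the other genes which name a subset, 488 genes in all, so that these genes did not define the clusters. Other genes, among them Ly6g in both lineages, St8sia4 in the neutrophils, and Dgat1 and Pglyrp1 in the monocytes, took part in forming them. Expression was given as CPM, counts scaled to the same total, from the UMIs of a gene relative to all UMIs, both summed over the cells of a group. With 1 library per age, differences between aged and young mice had no replicate to check them, and no test was run. The 95% intervals cover counting error only.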

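Fewer than 500 genes were detected in 660 barcodes from aged mice and 219 barcodes from young mice. More than 5000 genes were detected in 168 and 562 barcodes, and a mitochondrial share above 20% was found in 12 and 24. With the limits of 500 to 5000 genes and a mitochondrial share up to 20%, 14112 cells from aged mice and 8497 cells from young mice were kept, 22609 in all. Without the upper limit on genes, the numbers were 14280 and 9059. The kept cells had a median of 6794.5 UMIs and 1629 genes in the library from aged mice, and 9203 UMIs and 2112 genes in the library from young mice. The doublet caller Scrublet, at an expected rate of 8%, marked 2072 kept cells from aged mice (14.7%) and 364 from young mice (4.28%). These cells were kept, as the methods discard doublets by the limits on genes and mitochondrial share alone.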

After stringent filtering and quality control (Figure S1), a total of 23,143 cells were sequenced, including 14,281 cells from aged mice and 8862 cells from young mice. According to recently reported studies and previously established marker genes^16^, we identified the main cell types (Fig. S2) and determined the marker genes of each cluster (Supplementary Data 1). 

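In the library from aged mice, 13069 of 14112 cells (92.6%, exact Clopper-Pearson 95% interval 92.2 to 93.0) lay in neutrophil-like clusters, named by markers such as Ly6g, Cxcr2 and Camp. In the library from young mice, 6411 of 8497 cells were neutrophil-like (75.5%, 95% interval 74.5 to 76.4). Monocyte-like clusters, named by Csf1r, Ccr2 and other markers, held 627 cells from aged mice (4.44%, 95% interval 4.11 to 4.80) and 1058 cells from young mice (12.5%, 95% interval 11.8 to 13.2). Of the 23 clusters, 14 were neutrophil-like and clusters 6 and 16 were monocyte-like. Neutrophil-like cluster 9 was led by interferon response genes such as Ifit1 and Rsad2, and cluster 12, led by Il1b and Ifitm1, consisted to 90.2% of cells which Scrublet marked as doublets. Among the alternatives, the use of every barcode without a filter moved the monocyte share most, to 13.9% in the library from young mice.

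**Figure D1:**
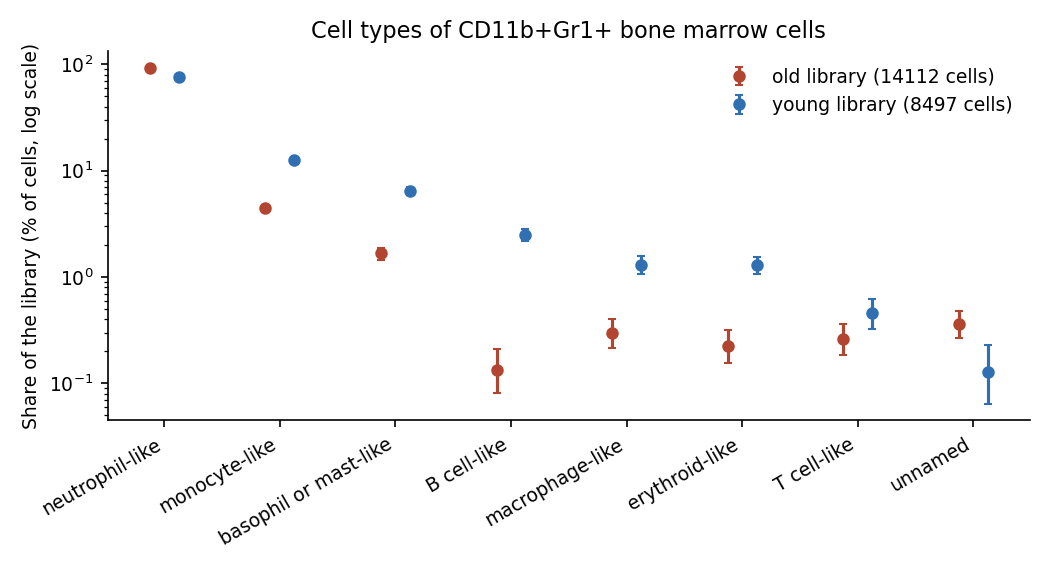
Share of each cell type in the library from aged and young mice, in percent of the kept cells on a log axis, with exact 95% intervals for counting error. Neutrophil-like cells made up 92.6% and 75.5% of the libraries, respectively.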

As shown in Fig. 1B-C, neutrophils constituted a predominant proportion (Cluster 0–5, Cluster 7–15, Cluster17, Cluster 20, Cluster 22), while monocytes occupied the second-largest share (Cluster 6 and 16). In addition, a small number of T cells (Cluster 21) and B cells (Cluster 19) were also identified. It was reported that Arg2, Il1b, Cd84, Wfdc17, Jaml, Stat3 and Cd33, among others, were immunosuppressive factors or markers of MDSCs^7,13,16,19^, in the present study, we found that Clusters 0, 1, 5, and portions of Cluster 6 exhibited heightened expression levels of the MDSCs-related genes (Fig. 1D). 

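The T cell-like cluster held 37 cells from aged mice (0.262% of the library, 95% interval 0.185 to 0.361) and 39 cells from young mice (0.459%, 95% interval 0.327 to 0.627). Ccl5, Gzma, Ms4a4b and Trbc2 led this cluster. The B cell-like cluster held 19 cells from aged mice (0.135%, 95% interval 0.0811 to 0.210) and 211 cells from young mice (2.48%, 95% interval 2.16 to 2.84), and its leading genes included Igkc, Ebf1 and Cd79a.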

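In the neutrophilic lineage, Wfdc17 had 753 CPM in aged and 78.2 CPM in young mice, and in the monocytic lineage 838 and 600.1 CPM. Over the cells of both libraries, Il1b had 432 CPM in neutrophils and 168 CPM in monocytes. The level of Cd33 was 312 CPM in neutrophils and 97.1 CPM in monocytes, that of Jaml 116 and 63.1 CPM, and that of Arg2 54.8 and 15.5 CPM. Cd84 was lower in the monocytes than in the neutrophils of aged mice (148 and 196 CPM) and higher in those of young mice (225 and 208 CPM). Stat3 had 130.1 CPM in neutrophils and 144 CPM in monocytes over both libraries. Arg2 (ENSMUSG00000021125), which encodes a mitochondrial arginase, lies on chromosome 12 from 79130777 to 79156301 in GRCm38, and Il1b (ENSMUSG00000027398), which encodes the cytokine interleukin-1 beta, on chromosome 2 from 129364570 to 129371139. In the clustering of all cells, Il1b, Wfdc17 and Jaml were among the 10 leading genes of cluster 0, and Jaml was among those of cluster 5.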

Since the expressions of the MDSCs-related genes in neutrophils and monocytes displayed a dispersed or non-specific pattern, we extracted the neutrophilic or monocytic lineage respectively, and reconducted the clustering analysis (Fig. 1E, F, Fig. S3, Fig. S4). This led to the identification of a distinct PMN-MDSC cluster (Cluster 0 within the neutrophils, Fig. S3A, B) and a distinct M-MDSC cluster (Cluster 1 within the monocytes, Figure S4A, B), both of which exhibited relatively high expression levels of the MDSCs-related genes (Fig. 1E, F). 

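The neutrophilic lineage gave 5 clusters at a resolution of 0.12 and the monocytic lineage 5 clusters at 0.1. In the neutrophils, the cluster with the highest levels of the PMN-MDSC markers (cluster 0, called PMN-MDSC-like) held 4917 cells from aged mice and 2215 cells from young mice. As the cluster was chosen by these markers, their high level in it follows from the choice. Its leading genes were Il1b, Wfdc17, Ifitm1, Jaml, Clec7a, Ccl6, Pla2g7, Gm5483, BC100530 and Ptgs2, of which Il1b and Ptgs2 are inflammatory genes. In the monocytes, the cluster with the highest levels of the M-MDSC markers (cluster 1) held 129 cells from aged mice and 121 cells from young mice. The number of cells in cluster 1 is not stable, with 160 and 231 when the linear algebra software was set to another processor type and nothing else was changed. Ngp, Camp, Ltf, Syne1, Lcn2, Ly6g, Wfdc21, S100a9, S100a8 and AA467197 led it. As 5 of these are markers of neutrophils, the cluster is given by its number here. Its cells had a median of 16699 UMIs, against 11163 in the mature monocyte-like cells. Scrublet marked 72.9% of its cells from aged mice and 33.9% of those from young mice as doublets. Since the pattern of the MDSC genes was dispersed over the neutrophils and monocytes, the authors clustered each lineage again, and from the clusters with relatively high levels of these genes the paper identifies PMN-MDSCs and M-MDSCs, as a preliminary step, as clusters which can be told from normal myeloid cells.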

From the steps above, we have preliminarily identified PMN-MDSCs and M-MDSCs as distinct clusters that are distinguishable from their normal myeloid counterparts, and this will help to describe the molecular signature of MDSCs and find the specific marker in the following study.

**Fig. 1:**
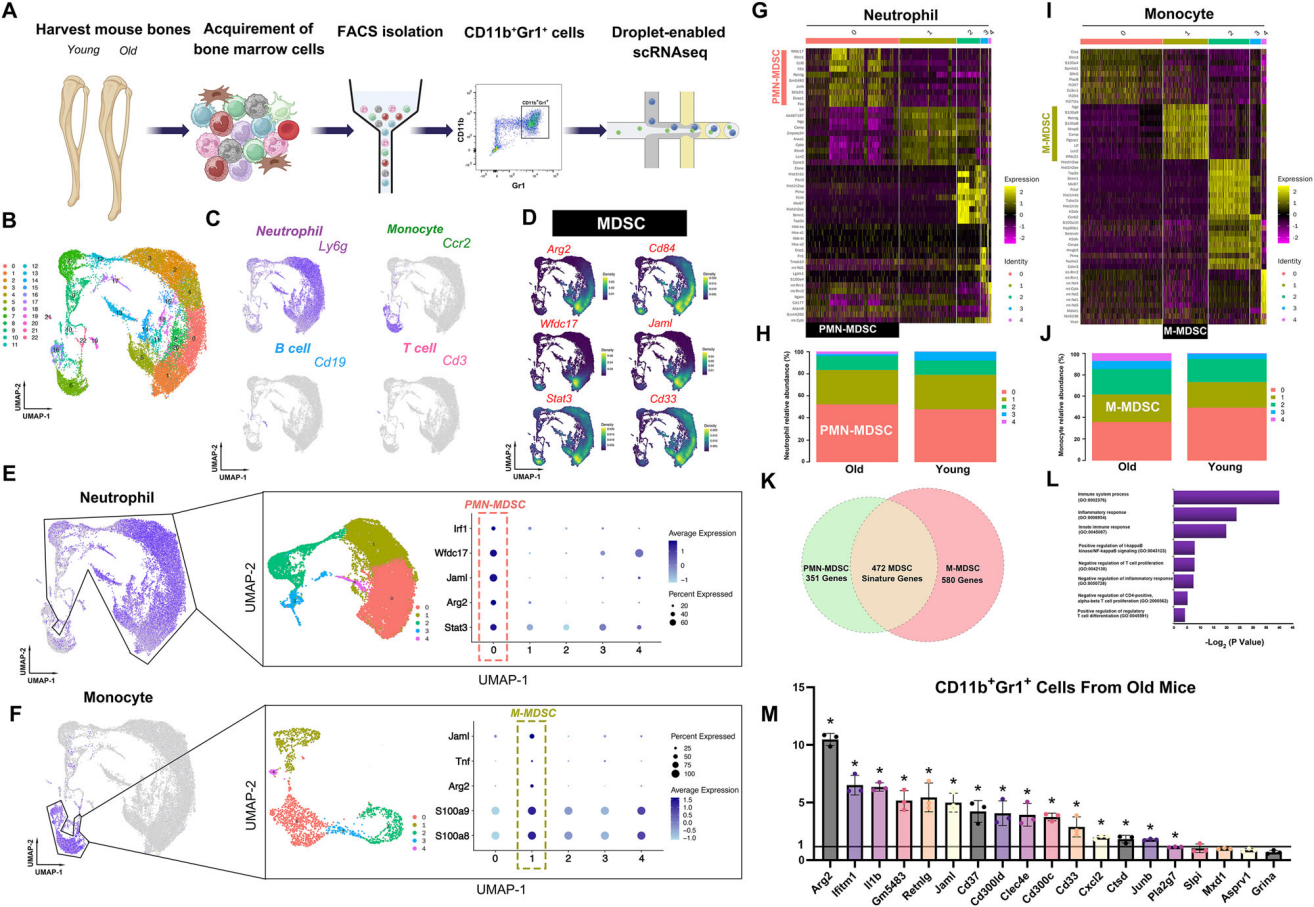
Single-cell transcriptome analysis revealed MDSC signature genes. **A** Experimental design schematic. In summary, CD11b^+^ Gr1^+^ myeloid cells were sorted from the bone marrow of both young and aged mice by FACS. And then all samples were processed using the 10X Genomics Chromium platform. **B**, **C** A total of 23,143 cells were finally analyzed. The UMAP projection result showed 23 distinct clusters in CD11b^+^ Gr1^+^ myeloid cells, and the main cell types included neutrophils, monocytes, T cells and B cells, based on the expression of marker genes. **D** The widely acknowledged MDSC marker genes Arg2, Cd84, Wfdc17, Jaml, Stat3 and Cd33 were utilized to identify both PMN-MDSCs and M-MDSCs, derived respectively from neutrophils and monocytes. **E** PMN-MDSCs were identified using the MDSC marker genes Arg2, Stat3, Jaml, Wfdc17, Irf1 in neutrophils. **F** M-MDSCs were identified using the MDSC marker genes S100a8, S100a9, Arg2, Tnf, Jaml in monocytes. **G** Heat map showing top 10 marker genes for each neutrophil subset. **H** The percentage of PMN-MDSCs found in the neutrophils of aged mice was higher than that of young mice. **I** Heat map showing top 10 marker genes for each monocyte subset. **J** The percentage of M-MDSCs found in the monocytes of aged mice was higher than that of young mice. **K** The Venn diagram illustrated the quantity of genes that were significantly differentially expressed in PMN-MDSCs and M-MDSCs, showing an overlap of 472 genes shared between these two MDSC subsets. **L** Gene ontology analysis of the MDSC signature genes. **M** RT-qPCR validated the expression levels of some MDSC signature genes. Data were presented as the mean ± SD. *P < 0.05.

### Identification of signature genes of MDSCs that differ from normal myeloid lineages

Having successfully segregated PMN-MDSCs from normal neutrophils and M-MDSCs from normal monocytes, we subsequently conducted differential expression analysis in Seurat to elucidate the distinct transcriptional profiles of PMN- and M-MDSCs. This analysis will enable us to identify the signature genes of MDSCs derived from the bone marrow of aged mice.

In the present study, 823 marker genes specific to PMN-MDSCs and 1052 marker genes specific to M-MDSCs were identified (Supplementary Data 2, Supplementary Data 3), which suggested that MDSCs differ substantially from their normal myeloid counterparts (Fig. 1G, I). Additionally, we observed elevated proportions of PMN-MDSCs and M-MDSCs in the bone marrow neutrophils and monocytes of aged mice, respectively, when compared to their young counterparts (Fig. 1H, J). 

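In the library from aged mice, Wfdc17 was higher in the PMN-MDSC-like cluster than in the other neutrophils by 3.89 on the log2 scale (95% interval 3.87 to 3.92), Il1b by 3.88 and Arg2 by 2.39 (95% interval 2.31 to 2.46). The same differences were 4.23, 4.24 and 2.75 in the library from young mice. Irf1 was higher by 1.47 and 1.66. Among the alternatives, the removal of the cells marked by Scrublet moved Il1b most, from 4.01 over both libraries to 5.28. Among the monocytes, S100a8 was higher in cluster 1 than in the others by 3.05 in the library from aged mice and 3.50 in the library from young mice, S100a9 by 3.15 and 3.45, and Retnlg by 2.46 and 3.06. Tnf, with 39 and 33 UMIs in the cluster, was higher by 1.16 (95% interval 0.50 to 1.82) and 1.14. Wfdc17 was not higher in cluster 1 (−0.01 and −0.54). A few abundant genes took part in these ratios. With the 20 genes of most UMIs left out of the totals, the log2 ratios of the PMN-MDSC-like cluster over the other neutrophils fell by 0.24, and those of cluster 1 over the other monocytes rose by 0.30, which turned that of Wfdc17 in the library from aged mice to 0.34. The median over all genes was −0.04 in the PMN-MDSC-like cluster and −0.44 in cluster 1. Of the 823 and 1052 marker genes in Supplementary Data 2 and Supplementary Data 3, the parts read here held 732 and 710, so that no overlap with these lists was computed.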

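The PMN-MDSC-like cluster made up 37.6% of the neutrophils from aged mice (4917 of 13069 cells, 95% interval 36.8 to 38.5) and 34.6% of those from young mice (2215 of 6411 cells, 95% interval 33.4 to 35.7). The difference was 3.07 percentage points (95% interval 1.63 to 4.51). It fell to −2.18 percentage points, the opposite direction, when every barcode was used without a filter, and rose to 18.1 percentage points when the libraries were merged without integration. Monocyte cluster 1 made up 20.6% of the monocytes from aged mice (95% interval 17.5 to 24.0) and 11.4% of those from young mice (95% interval 9.58 to 13.5), a difference of 9.14 percentage points (95% interval 5.41 to 13.0). When the cells marked by Scrublet were removed and the rest clustered again, the cluster with the highest M-MDSC markers held 40 and 81 cells and the difference was −0.615 percentage points. With the linear algebra software set to another processor type and all else equal, an alternative chosen after seeing the data, the cluster held 160 and 231 cells, in place of 129 and 121, or 25.5% and 21.7% of the monocytes, and the difference was 3.75 percentage points. Its size is thus not stable. The class of mature neutrophil-like cells (clusters 1 and 2) made up 49.2% and 54.2% of the neutrophils, and progenitor-like cells (cluster 3) 11.0% and 10.8%. The mature class was set by a low score of early markers, without a minimum for Camp, Ltf and Lcn2. The score of these mature markers was 0.725 in cluster 1, 0.371 in cluster 2 and 0.653 in the progenitor-like cluster 3. The name thus does not show that cluster 2 is mature. Neutrophil cluster 4, with a median of 1127 UMIs in the library from aged mice, was left unnamed and made up 2.20% and 0.390%. In the monocytes, mature monocyte-like cells (clusters 0 and 4) made up 47.7% and 73.0%, and cycling progenitor-like cells (cluster 2) 22.6% and 8.22%. The small cluster 4 was led by the interferon response genes Cxcl10 and Ifit2. A limit of 0.25 on the score of early markers, set after seeing the data, left monocyte cluster 3 (9.09% and 7.37%) out of the mature class.

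**Figure D2:**
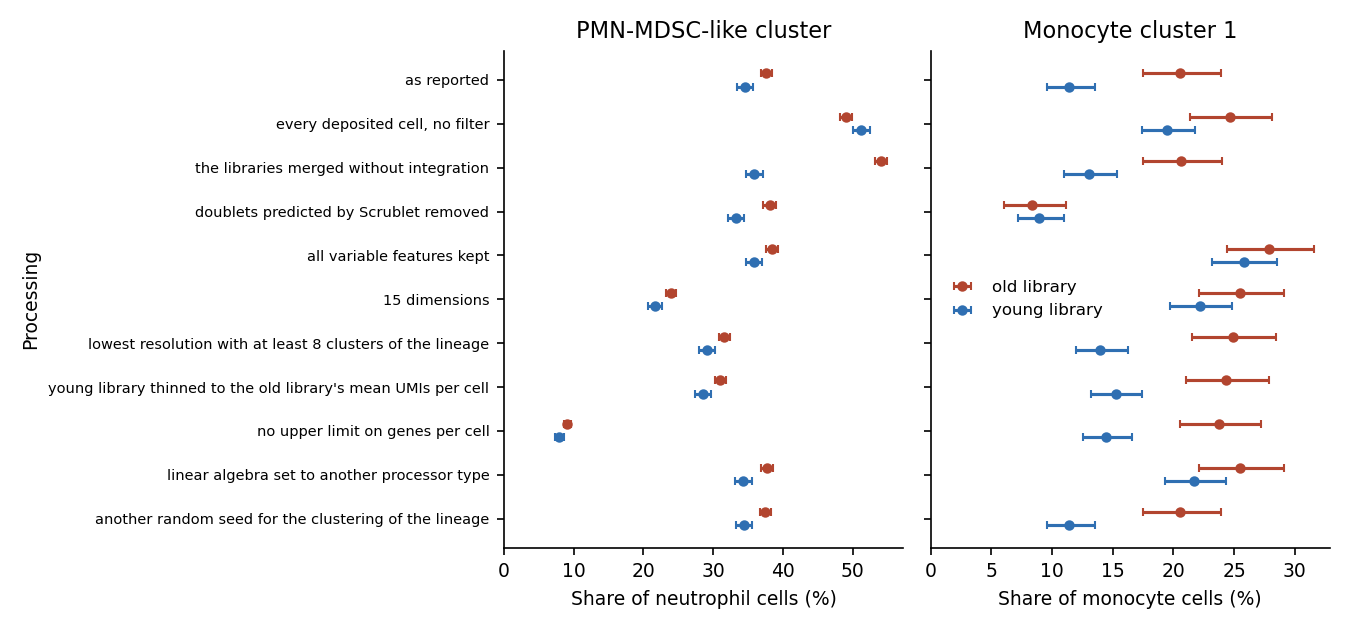
Share of the PMN-MDSC-like cluster in the neutrophils and of the cluster with the highest M-MDSC markers in the monocytes, in percent of the lineage, for the library from aged and from young mice under 11 ways to process the cells. Points are shares and bars are exact 95% intervals for counting error. The share of PMN-MDSC-like cells is higher in the library from young mice without a filter (51.2% against 49.0%), and the share of the monocyte cluster without doublets (8.93% against 8.32%).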

The identified PMN- and M-MDSC marker genes were then intersected to obtain MDSC signature genes, and finally 472 shared genes were obtained (Fig. 1K, Supplementary Data 4). 

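Of the 472 MDSC signature genes in Supplementary Data 4, which are all listed in the files, 471 (99.8%) had a higher CPM in the PMN-MDSC-like cluster than in the other neutrophils in both libraries. Over all 14245 genes with at least 20 UMIs in the neutrophils, 5932 (41.6%) did so. In monocyte cluster 1, 380 of the 472 genes (80.5%, 95% interval 76.6 to 84.0) were higher than in the other monocytes in both libraries, against 2060 of all 12100 genes (17.0%). Thinning of each cell to 1000 UMIs moved the share in cluster 1 most, to 60.8%. The study chose the signature genes from these libraries, so that these shares are not independent evidence for the list.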

We next performed Gene Ontology (GO) term analysis on our MDSC signature genes (Fig. 1L) using the Database for Annotation, Visualization and Integrated Discovery (DAVID). The top GO terms included “immune system process”, “inflammatory response”, “innate immune response”, “positive regulation of I-kappaB kinase/NF-kappaB signaling”, “negative regulation of T cell proliferation”, “negative regulation of inflammatory response”, “negative regulation of CD4-positive, alpha-beta T cell proliferation”, “positive regulation of regulatory T cell differentiation”. These terms included genes encoding CD300 family members (Cd300lb, Cd300ld, Cd300lf and Cd300c), which modulate a broad and diverse array of immune cell processes via their paired activating and inhibitory receptor functions^20^. 

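The gene family lies on the minus strand of chromosome 11 in GRCm38, as Cd300lb (ENSMUSG00000063193, 114922781 to 114934386), Cd300ld (ENSMUSG00000034641, 114982274 to 114989922), Cd300c2 (ENSMUSG00000044811, 114996721 to 115001880) and Cd300lf (ENSMUSG00000047798, 115116214 to 115133992). The gene called Cd300c in the text is listed as Cd300c2 in Supplementary Data 4 and Supplementary Data 5, and it is given as Cd300c2 here. A separate gene named Cd300c (ENSMUSG00000058728, 114956116 to 114969157) had 15 UMIs in the PMN-MDSC-like cluster of the library from aged mice and 14 in that from young mice. The members are neighbors of the same family, and whether reads are shared between them was not tested, so that their separate levels are uncertain. Cd300ld was higher in the PMN-MDSC-like cluster than in the other neutrophils by 2.62 on the log2 scale in the library from aged mice (95% interval 2.56 to 2.68) and by 3.08 in the library from young mice. Cd300c2 was higher by 2.02 (95% interval 1.95 to 2.09) and 2.23, Cd300lb by 1.69 (95% interval 1.63 to 1.75) and 1.87, and Cd300lf by 0.95 (95% interval 0.91 to 1.00) and 1.19. With the 20 most abundant genes left out of the totals, the lowest of these, that of Cd300lf, was 0.74 and 0.88.

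**Figure D3:**
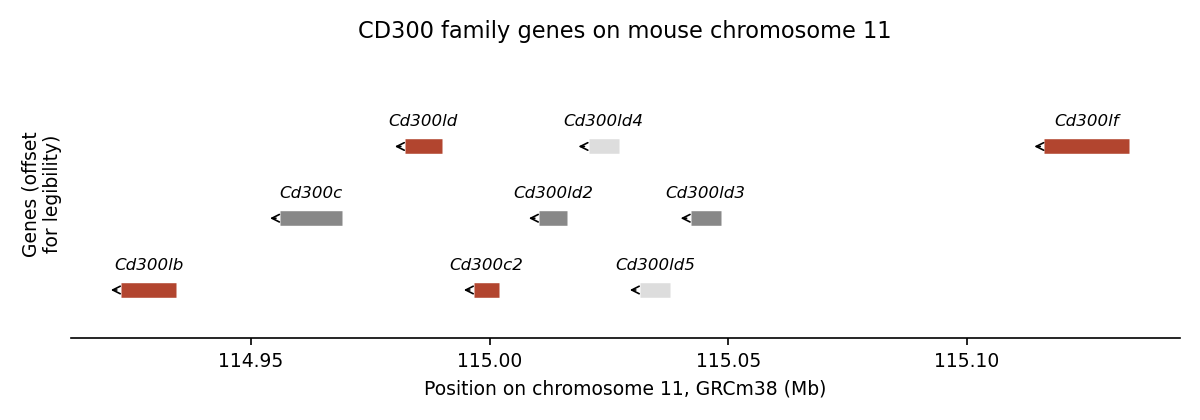
Map of the CD300 genes on chromosome 11 of GRCm38, to scale along the x axis in Mb, with arrows pointing along the minus strand. The members named in the paper (Cd300lb, Cd300ld, Cd300c2 and Cd300lf) are red, the other members listed in the files dark grey, and members which the files do not list light grey.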

Notably, Cd300ld has been reported as a marker of PMN-MDSCs in multiple tumor types, which induced immune suppression^17^. In addition, several moleculars proven to be essential for the expansion, activation, and immunosuppressive function of mouse and human MDSCs such as Stat3 and MyD88 were also included^21^. It is worth noting that Cd84 and Jaml also appeared on our MDSC signature gene list, which have been reported as markers of MDSCs from breast cancer^16^. 

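Stat3 (ENSMUSG00000004040), which encodes a transcription factor of cytokine signaling, had 180.5 CPM in the PMN-MDSC-like cluster and 105 CPM in the other neutrophils of aged mice, a log2 difference of 0.78 (95% interval 0.72 to 0.83). In young mice the difference was 0.91. Myd88 (ENSMUSG00000032508), which encodes an adaptor of Toll-like and interleukin-1 receptors, was higher by 1.31 in aged mice (95% interval 1.23 to 1.38) and 1.32 in young mice. The differences of monocyte cluster 1 from the other monocytes were 0.09 (95% interval −0.11 to 0.30) and 0.17 for Stat3, and 0.02 (95% interval −0.26 to 0.29) and 0.28 for Myd88, so that in the library from aged mice neither was detectable at this depth. The sign for Stat3 in cluster 1 varied between the alternatives, from −0.30 to 0.39 over both libraries. The difference of Myd88 in cluster 1 rose from 0.14 over both libraries to 0.99 with each cell thinned to 1000 UMIs.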

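Cd84 (ENSMUSG00000038147) and Jaml (ENSMUSG00000048534) encode immunoglobulin-like surface proteins. Cd84 was higher in the PMN-MDSC-like cluster than in the other neutrophils by 1.47 on the log2 scale (95% interval 1.43 to 1.51) in aged mice and 1.70 in young mice, and Jaml by 3.64 (95% interval 3.59 to 3.70) and 4.12. Cd84 in monocyte cluster 1 differed from the other monocytes by 0.21 (95% interval 0.02 to 0.39) and 0.02 (95% interval −0.12 to 0.16), and over both libraries the alternatives gave from −0.18 to 0.35. Jaml differed by −0.15 (95% interval −0.42 to 0.10) in aged mice, which became 0.20 without the 20 most abundant genes, and by 1.01 (95% interval 0.76 to 1.26) in young mice. Over both libraries the difference of Jaml was 0.54, which became 1.87 with all variable features kept.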

Previous studies have additionally demonstrated that the expansion of MDSCs in the bone marrow of aged mice occurred via an NF-κB-mediated mechanism^9^. 

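Trim30b was higher in the PMN-MDSC-like cluster than in the other neutrophils by 2.45 on the log2 scale in aged mice (95% interval 2.39 to 2.51) and 2.55 in young mice, and Clec4d by 3.11 (95% interval 3.05 to 3.17) and 3.45. The differences of Trim12c (1.14 and 1.37), Map3k3 (1.24 and 1.11) and Nfat5 (1.25 and 1.36) were smaller. In monocyte cluster 1, Trim30b was higher than in the other monocytes by 1.10 and 1.45, and Clec4d by 1.19 (95% interval 0.82 to 1.57) and 1.54. Trim12c, Map3k3 and Nfat5 had at most 115 UMIs in cluster 1 of the library from aged mice, and their differences there (0.00, 0.18 and 0.35) lay within counting error of 0. In the library from young mice, they were 0.34 (95% interval 0.12 to 0.55), 0.31 (95% interval 0.04 to 0.57) and 0.63 (95% interval 0.36 to 0.90). With all variable features kept, the differences of Trim30b and Clec4d in cluster 1 over both libraries rose to 2.35 and 2.86. Trim12c and Trim30b are neighbors on chromosome 7 with related names, and whether reads are shared between them was not tested.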

In the present study, the GO term “positive regulation of I-kappaB kinase/NF-kappaB signaling” encompasses genes such as Trim12c, Map3k3, Nfat5, Trim30b, and Clec4d, which potentially contribute to the expansion of MDSCs. We also conducted RT-qPCR to validate the expression levels of some reported MDSC signature genes, such as Arg2, Ifitm1, Il1b, Retnlg, Jaml, Clec4e et al., and found that they were significantly up-regulated in CD11b^+^Gr1^+^ cells from aged mice when compared with young mice (Fig. 1M).

### Identification of bone marrow-derived MDSCs in aged human using MDSC signature genes

To comprehensively assess the universal applicability of our MDSC signature genes in the context of human aging, we utilized publicly available scRNAseq datasets that include myeloid cells of aged males and females (with 9 myeloid cell subclusters) to conduct a validation (Fig. S5). However, the expressions of MDSCs signature genes in neutrophils and monocytes displayed a dispersed or non-specific pattern (Fig. S5), we then extracted the neutrophilic or monocytic lineage respectively, and reconducted the clustering analysis. Initially, we performed scRNAseq analysis on neutrophils isolated from the myeloid cells of healthy aged individuals. By employing an unbiased clustering approach, we identified eight distinct subsets of the neutrophils (Fig. 2A, D). Subsequently, we applied our MDSC gene signature in a gene scoring analysis to these neutrophil subsets, revealing that Cluster 4 exhibited the highest score, both in male and female samples (Fig. 2B, C). This finding underscored the efficacy of our signature genes in discerning PMN-MDSCs from their normal lineage counterparts in human. Subsequently, to ascertain the capacity of our MDSC gene signature in accurately differentiating M-MDSCs from normal monocytes, we analyzed scRNAseq data of monocytes isolated from the myeloid cells of healthy male and female individuals (Fig. 2E, H). Similarly, we found that Cluster 0 of monocyte exhibited the highest MDSC signature score (Fig. 2F, G). In summary, our findings revealed that the MDSC gene signature derived from the aged mouse model exhibited good compatibility in human aging systems, thereby suggesting the potential for a comparable MDSC state between mouse and human. Interestingly, analysis of single-cell datasets from individuals of different ages showed that the MDSC signature score increases with age in both neutrophils and monocytes (Fig. 2I, J), which further validated our findings.

**Fig. 2:**
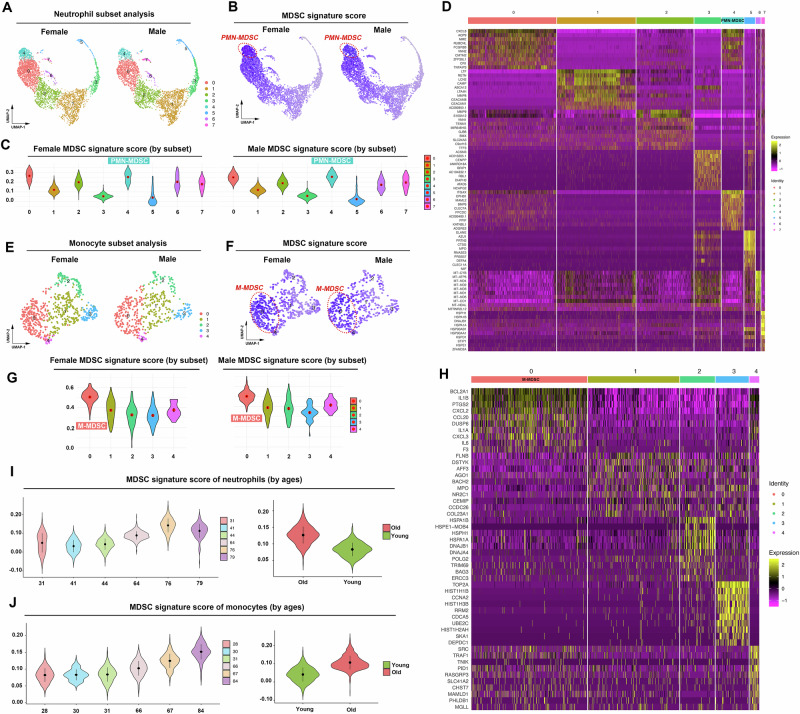
Identification of bone marrow-derived MDSCs in aged human using MDSC signature genes. **A** Unbiased Seurat clustering analysis of bone marrow-derived neutrophils in the integrated scRNAseq dataset. The UMAP projection result showed eight distinct clusters in the neutrophils, both in male and female samples. **B**, **C** UMAP and violin plot results showed MDSC signature score ordered by neutrophil subset. Cluster 4 exhibited the highest expression of MDSC gene signature, both in male and female samples. **D** Heat map showing top 10 marker genes for each neutrophil subset. **E** Unbiased Seurat clustering analysis of bone marrow derived monocytes in the integrated scRNAseq dataset. The UMAP projection result showed five distinct clusters in the monocytes, both in male and female samples. **F**, **G** UMAP and violin plot results showed MDSC signature score ordered by monocyte subset. Cluster 0 exhibited the highest expression of MDSC gene signature, both in male and female samples. **H** Heat map showing top 10 marker genes for each monocyte subset. **I** MDSC signature score escalated with advancing age in neutrophils. **J** MDSC signature score escalated with advancing age in monocytes.

### Identification of a specific cell surface marker for MDSCs in aged individuals

Given that our scRNAseq data have identified the signature genes of MDSCs during aging, we scrutinized these 472 genes in order to select the specific cell surface marker for MDSC detection and isolation. First, we used UniPort (https://www.uniprot.org/) to screen membrane-expressed proteins corresponding to the signature genes, and finally 119 signature genes were included (Supplementary Data 5). Among the 119 genes, we identified MDSC marker genes that have been previously reported in literature, such as Jaml, Ifitm1, Clec4d, Cxcr2, C5ar1, Cd33, Cd44^16,22^. 

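In the PMN-MDSC-like cluster of aged mice, Ifitm1 was higher than in the other neutrophils by 3.48 on the log2 scale (95% interval 3.45 to 3.50), and Cxcr2 by 2.01 (95% interval 1.99 to 2.04). C5ar1 (1.13), Cd33 (1.04) and Cd44 (0.85) showed smaller differences. In young mice, the values were 3.67 for Ifitm1, 2.30 for Cxcr2, 1.09 for C5ar1, 0.98 for Cd33 and 0.95 for Cd44. C5ar1 was higher in monocyte cluster 1 than in the other monocytes by 1.94 (95% interval 1.64 to 2.24) and 2.09, Cd33 by 1.55 (95% interval 1.33 to 1.77) and 1.98, Cxcr2 by 1.94 and 2.16, Ifitm1 by 0.63 and 1.08, and Cd44 by 0.14 and 0.41. Over both libraries, keeping all variable features raised the differences in cluster 1 from 1.19 to 3.00 for Ifitm1, from 2.03 to 4.09 for Cxcr2 and from 1.99 to 2.84 for C5ar1.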

Intriguingly, several Cd300 family members (Cd300lb, Cd300ld, Cd300lf, and CD300c) were also identified as potential surface markers, and Cd300ld has been previously reported as a surface marker of PMN-MDSCs in cancerous conditions^17^.

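In monocyte cluster 1, Cd300lf was higher than in the other monocytes by 1.24 on the log2 scale in aged mice (95% interval 0.98 to 1.49) and 1.49 in young mice. Cd300ld was higher by 1.01 (95% interval 0.64 to 1.37) and 1.48, and Cd300lb by 0.50 (95% interval 0.21 to 0.79) and 0.52. The difference of Cd300c2 was 0.40 (95% interval 0.17 to 0.63) in aged mice, and in young mice it was not detectable at this depth (0.09, 95% interval −0.13 to 0.30). Without the 20 most abundant genes, these were 0.75 and 0.34. Over both libraries, the difference of Cd300ld rose from 1.17 to 2.27 with all variable features kept. Those of Cd300lb and Cd300c2 rose from 0.34 and 0.19 to 0.85 and 0.74 without a filter. The pooled 0.34 of Cd300lb lay below the values of both single libraries. The libraries were pooled in different parts, with 129 and 121 cells in cluster 1 and 498 and 937 in the other monocytes. No UMI of the separate gene Cd300c was found in the 129 and 121 cells of the cluster, which allows a share of cells with a UMI of up to 2.33% and 2.48% (3 cells of each).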

We next analyzed and compared the expression levels of the 119 genes in PMN-MDSCs or M-MDSCs between aged and young mice, respectively (Fig. S6, Fig. 3A, B). 

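In the PMN-MDSC-like cluster, Cd300c2 had 3495 UMIs in the library from aged mice and 1357 in the library from young mice, or 160.0 and 109.8 CPM. The log2 ratio of aged over young was 0.54 (95% interval 0.45 to 0.63). The median ratio over the 10881 genes with at least 20 UMIs in this cluster was −0.12, and Cd300c2 was at 0.64 with the 20 most abundant genes left out of the totals. Among the 119 surface genes, whose median ratio was −0.38, Cd300c2 had rank 3 (95% interval 2 to 6 over 1000 Poisson draws), below Ifitm1 (2.23) and Rabac1 (0.55). By the size of the ratio in either direction it had rank 39, and rank 20 of 116 without the 20 most abundant genes. Kctd12 (−1.04), Pim1 (−1.19) and C5ar2 (−1.31) were lowest. Without integration of the libraries, the ratio of Cd300c2 was 0.12 and its rank 9. In monocyte cluster 1, Cd300c2 had 237 and 218 UMIs, or 110.3 and 107.3 CPM, and a difference was not detectable at this depth (0.04, 95% interval −0.23 to 0.31). The alternatives gave from −0.19 to 0.04. Over the whole monocytic lineage, Cd300c2 was lower in aged mice (−0.16, 95% interval −0.29 to −0.02), where the median over all genes was −0.16. In cluster 1, the rank of Cd300c2 was 19 (95% interval 10 to 39.0), and 113 by size, or 96 of 118 without the 20 most abundant genes. In this cluster, the omission of the 20 most abundant genes raised the ratios by 0.11. Among the 113 surface genes with at least 100 UMIs there, Ifitm1 (2.13), S100a6 (0.53) and Cd52 (0.49) were highest, and Gpr27 (−1.55), Marcks (−1.35) and Cd300ld (−1.24) lowest. Cd300ld, Cd300lb and Cd300lf, the other members named in the paper, were lower in aged mice in both clusters under each alternative. In the PMN-MDSC-like cluster, their ratios were −0.45, −0.57 and −0.53.
With each cell thinned to 1000 UMIs, which left out 6 cells of each library, Cd300c2 had a UMI in 16.1% of the PMN-MDSC-like cells from aged mice (95% interval 15.1 to 17.2) and 12.1% of those from young mice (95% interval 10.8 to 13.5). Without thinning, the shares were 45.5% and 40.0%, at median depths of 4115 and 5054 UMIs. In the other neutrophils, the thinned shares were 3.67% and 2.49%. In cluster 1, 10.1% and 10.7% of the cells had a UMI after thinning, and 79.1% and 64.5% before, at median depths of 15302 and 18512 UMIs. T cell-like cells (1.32%, median depth 7229 UMIs) and B cell-like cells (1.76%, median depth 5362.5 UMIs) gave the thinned share in cells of other types.

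**Figure D4:**
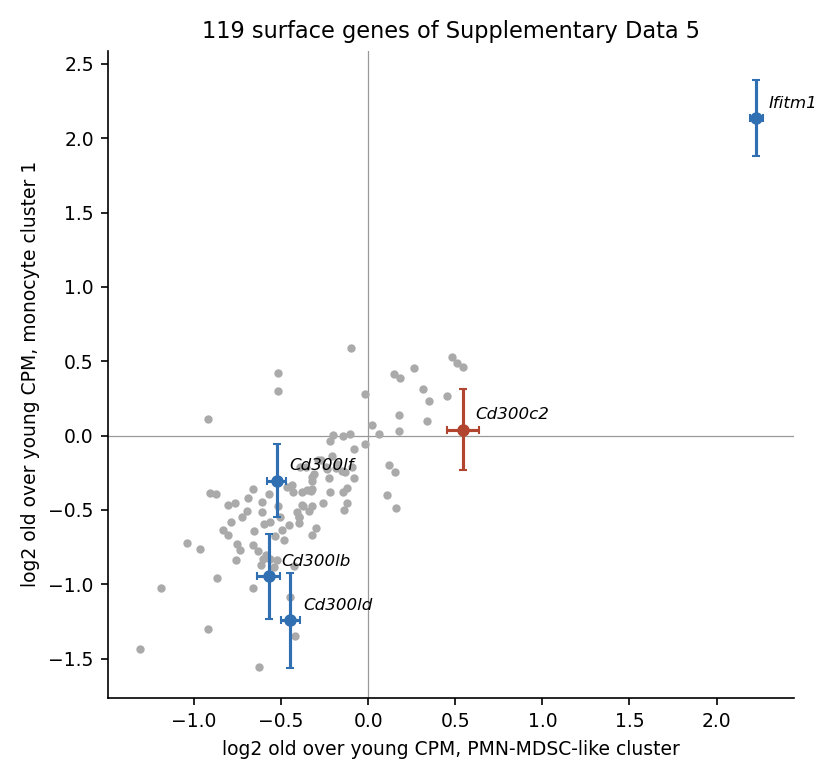
Log2 ratio of aged over young mice for the 119 surface genes in the PMN-MDSC-like cluster (x axis) and in monocyte cluster 1 (y axis), from pooled CPM. Each point is a gene, bars on the named genes are 95% intervals for counting error, and Cd300c2 (red) lies at 0.54 and 0.04.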

The dot plot results showed that the expression level and percentage of Cd300c showed the most significant differences between aged and young mice, both in PMN-MDSCs and M-MDSCs, which was never reported before (Fig. 3A, B). RT-qPCR result showed that Cd300ld and Cd300c were significantly up-regulated in CD11b^+^Gr1^+^ cells of aged mice, when compared to their young counterparts (Fig. 3C). We then conducted FACS to examine the percentage of CD300c^+^ cells in CD11b^+^Gr1^+^ myeloid cells in the bone marrow of young and aged mice, and found that the CD11b^+^Gr1^+^ cells from bone marrow of aged mice exhibited significantly higher expression of CD300c than young controls (Fig. 3D). While no significant difference was observed in the previously reported CD300ld between young and aged mice (Fig. 3E). Therefore, we surmised that CD300c may serve as a distinctive cell surface marker for MDSCs during aging process.

**Fig. 3:**
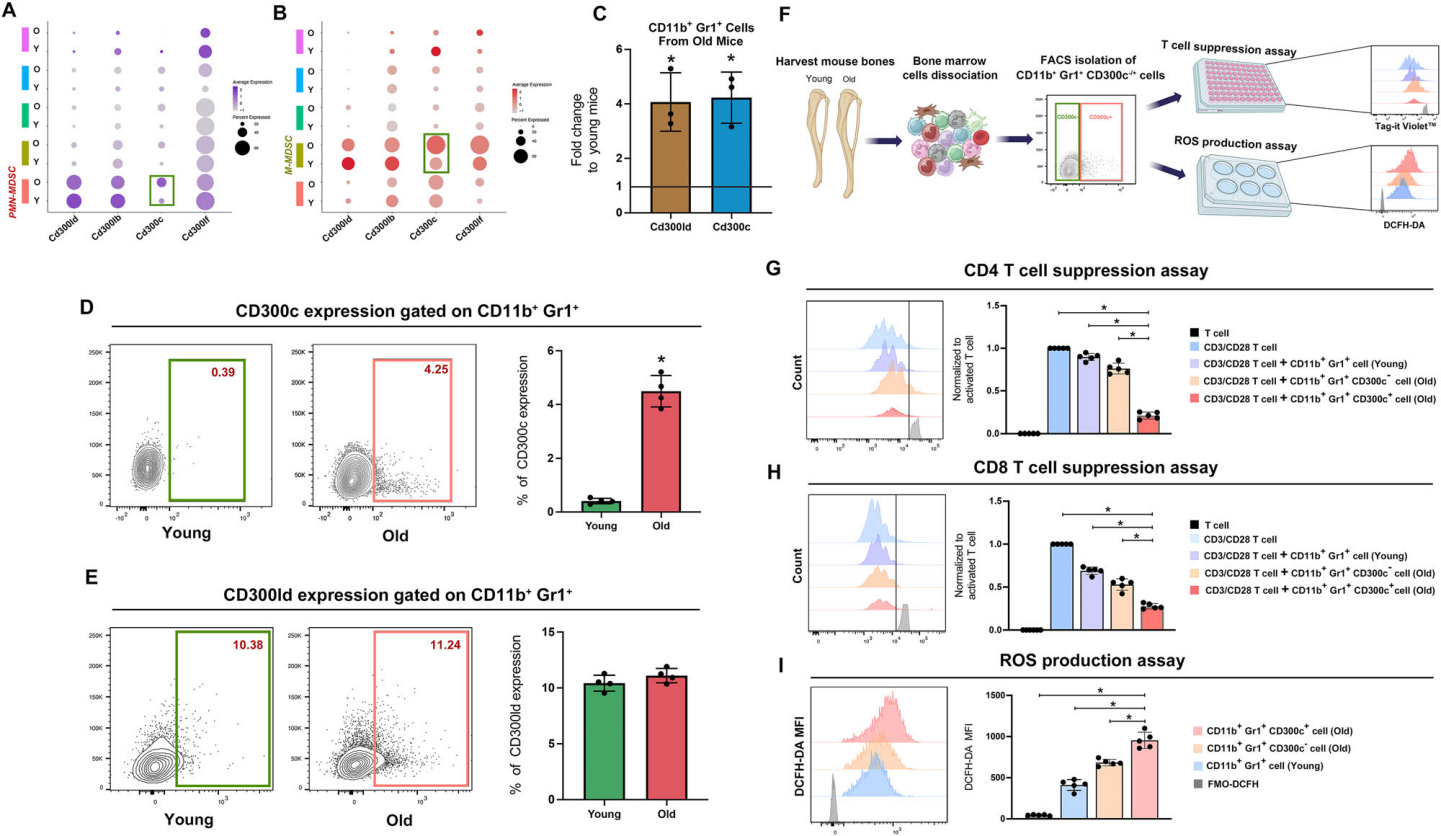
CD11b^+^Gr1^+^CD300c^+^ cells demonstrated a robust ability of T cell suppression and enhanced production of ROS. **A**, **B** Dot plots demonstrating the expression of Cd300 family members in different cell clusters in aged or young mice. The expression levels and percentages of Cd300c showed the most significant differences between aged and young mice in both PMN-MDSCs and M-MDSCs. **C** RT-qPCR result showed that Cd300ld and Cd300c were significantly up-regulated in aged mice, when compared to their young counterparts. **D** CD11b^+^Gr1^+^ cells from bone marrow of aged mice exhibited significantly high expression of CD300c when compared with their counterparts in young mice. **E** No significant difference of CD300ld was detected between CD11b^+^Gr1^+^ cells isolated from the bone marrow of young and aged mice. **F** Experimental design schematic. **G**, **H** T cell suppression assay results showed that CD11b^+^Gr1^+^CD300c^+^ cells isolated from the bone marrow of aged mice suppressed CD4 and CD8 T cell proliferation significantly, compared with CD11b^+^Gr1^+^ cells from young mice and CD11b^+^Gr1^+^CD300c^-^ cells from aged mice. **I** CD11b^+^Gr1^+^CD300c^+^ cells isolated from the bone marrow of aged mice showed increased ROS production compared with CD11b^+^Gr1^+^ cells from young mice and CD11b^+^Gr1^+^CD300c^-^ cells from aged mice. Data were presented as mean ± SD. *P < 0.05.

### CD300c^+^ MDSCs exhibited a robust capacity for T cell suppression

As CD300c has been found to exhibit significant differential expression in myeloid cells between aged and young mice, which has not been reported previously, we hypothesize that CD300c may emerge as a specific surface marker of MDSCs in aging process. However, whether the CD11b^+^Gr1^+^CD300c^+^ cells could possess potent T cell suppression function and product MDSC-related immunosuppressive factors such as ROS still remains unknown.

Firstly, we performed cocultures with activated T cells as described in Fig. 3F. The cell proliferation dye results showed that CD11b^+^Gr1^+^CD300c^+^ cells from bone marrow of aged mice suppressed both CD4 and CD8 T cell proliferation significantly, whereas CD11b^+^Gr1^+^CD300^-^ cells in aged mice displayed a weaker inhibitory impact (Fig. 3G-H). Next, we used 2,7-Dichlorodihydrofluorescein diacetate (DCFH-DA) to detect ROS production in CD11b^+^Gr1^+^CD300c^+^ cells. As shown in Fig. 3I, CD11b^+^Gr1^+^CD300c^+^ cells produced highest amounts of ROS compared with CD11b^+^Gr1^+^ cells from young mice and CD11b^+^Gr1^+^CD300c^−^ cells from aged mice. These findings revealed that CD300c may serve as a specific marker of MDSCs during aging and mediate powerful immunosuppression function.

### MDSCs from bone marrow of aged mouse share the similar developmental trajectory with neutrophilic or monocytic lineage, and may develop from mature myeloid cells

It is generally recognized that MDSCs are characterized by their myeloid origin, immature state, and immunosuppressive ability^7^, and play crucial roles in the pathogenesis of cancers, chronic infections and autoimmune diseases^7,12^. Previous study has reported that MDSCs emerge through an aberrant differentiation trajectory during breast cancer^16^, however whether the process still exists during physiological aging remains elusive.

To explore the process of PMN-MDSC generation in the bone marrow, we first performed RNA velocity analysis. As shown in Fig. 4A-B, after basic pre-processing, we applied the dynamical model and displayed the vector field using streamline plots in a uniform manifold approximation and projection (UMAP)-based embedding. Three subsets were identified according to previously reported marker genes. 

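Over both libraries, Elane had 1289 CPM (95% interval 1278 to 1300.1) in the progenitor-like cluster of the neutrophils (cluster 3), 11.8 CPM in the mature neutrophil-like cells and 18.3 CPM in the PMN-MDSC-like cells. Mpo had 501, 9.61 and 15.5 CPM, and Prtn3 1061, 12.3 and 20.2 CPM. These genes encode proteins of the primary granules. They were not used to form the clusters, but they named cluster 3. Their levels differed between the libraries. Over all neutrophils, Elane had 489 CPM in aged and 73.7 CPM in young mice. Mpo had 193 and 36.4 CPM, and Prtn3 409 and 57.3 CPM.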

Neutrophil progenitors are marked by the genes Elane, Mpo, and Prtn3^23^. Mature neutrophils, on the other hand, exhibit elevated levels of Camp, Ltf, and Lcn2^23^. 

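Camp had 47079 CPM in the progenitor-like cells, 29845 CPM in the mature neutrophil-like cells and 2599.5 CPM in the PMN-MDSC-like cells. Ltf was highest in the mature neutrophil-like cells (12277 CPM, 95% interval 12255 to 12299), with 9072 CPM in the progenitor-like and 1127 CPM in the PMN-MDSC-like cells. Lcn2 had 16617 CPM in the mature, 14300.1 CPM in the progenitor-like and 5029.7 CPM in the PMN-MDSC-like cells.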

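Il1b had 1754 CPM (95% interval 1740.0 to 1768) in the PMN-MDSC-like cells, 109.8 CPM in the mature neutrophil-like cells and 98.2 CPM in the progenitor-like cells. Wfdc17 had 1975, 128 and 113 CPM, and Cd300c2 142 (95% interval 138 to 146), 38.4 and 20.4 CPM in the same order. Within the PMN-MDSC-like cells, Wfdc17 had 2895 CPM in aged and 348 CPM in young mice, so that its pooled level describes neither library.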

PMN-MDSCs, as revealed in the current study, are characterized by the markers Cd300c, Il1b, and Wfdc17. The gene-averaged flow of neutrophil lineage visualized by velocity streamlines showed that neutrophil progenitors differentiated into mature neutrophils and then PMN-MDSCs, which was different from former study (Fig. 4B)^16^. In addition, the dynamical model allowed to systematically identify driver genes with high likelihoods in PMN-MDSC generation, top likelihood-ranked genes included Dck, Tpm4, and Il13ra1 (Fig. 4C-E). 

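RNA velocity needs separate counts of spliced and unspliced RNA, so that the driver genes are given by their level only. Dck was higher in the PMN-MDSC-like cluster than in the other neutrophils by 2.01 on the log2 scale in aged mice (95% interval 1.92 to 2.09) and 2.37 in young mice. Tpm4 was higher by 1.51 (95% interval 1.45 to 1.57) and 1.93, and Il13ra1 by 3.35 (95% interval 3.22 to 3.48) and 3.93. Within the cluster, the ratio of aged over young mice was −1.07 for Dck, −0.36 for Tpm4 and 0.48 for Il13ra1.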

Next, in order to further confirm the results of RNA velocity, we performed Monocle for unsupervised pseudotemporal ordering of neutrophil subsets. Which resulted in a trajectory with almost no branch and three distinct states (Fig. 4F-G). In combination with the cell identification results, we depicted the development trajectory of PMN-MDSCs. As shown in Fig. 4F-G, neutrophil progenitors were located at the beginning of pseudotime (Cluster 3 and Cluster 2), while the developmental trajectories of PMN-MDSCs (Cluster 0) and mature neutrophils (Cluster 1 and Cluster 4) exhibited an overlap. 

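The neutrophils were ordered by diffusion pseudotime, a distance along a graph of 15 nearest neighbors in the integrated dimensions, scaled from 0 to 1, in place of Monocle. The root was the cell with the highest summed share of Elane, Mpo and Prtn3. Over both libraries, the progenitor-like cells (cluster 3) had a median pseudotime of 0.223 (95% interval 0.220 to 0.224), which follows in part from the choice of the root. The mature neutrophil-like clusters 1 and 2 had medians of 0.893 and 0.930. The quartiles of the mature neutrophil-like cells were 0.889 and 0.929, and those of the PMN-MDSC-like cells 0.939 and 0.952.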

Further analysis revealed that PMN-MDSCs showed a tendency to concentrate more toward the end of developmental trajectory than mature neutrophils. This finding indicated that in the bone marrow of aged mouse, PMN-MDSCs may generated from mature neutrophils, which was reported by a limited number of studies. In addition, the top 50 genes with significant changes over pseudotime were clustered, many genes related to immunosuppression showed an increased pattern, such as St8sia4, Ptgs2, and Il1r2 (Fig. 4H). 

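The median pseudotime was 0.946 in the PMN-MDSC-like cells and 0.913 in the mature neutrophil-like cells, a difference of 0.0329 (95% interval 0.0321 to 0.0338 from order statistics). It was present in each library, with 0.945 and 0.911 in aged mice and 0.947 and 0.916 in young mice. Of the PMN-MDSC-like cells, 99.7% lay beyond the median of the mature neutrophil-like cells. As the mature class was set by low early markers, this order does not show that its cells are mature. The small cluster 4, with few UMIs per cell, lay at 0.952. Among the alternatives, the omission of the upper limit on genes per cell, chosen after seeing the data, moved the difference most, to 0.0148, and the direction was the same in all 9. The velocity streamlines are not analysed here. The paper proposes that PMN-MDSCs may arise from mature neutrophils. It draws on the direction of these streamlines, the overlap of the trajectories and the position of PMN-MDSCs toward the end, and on human cells.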

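Ptgs2 rose from 10.7 CPM in the first of 10 pseudotime bins with equal numbers of cells to 287 CPM in the last, and Il1r2 from 29.9 to 192 CPM. St8sia4 was among the genes used for the order, so that its rise from 8.57 to 215 CPM is not independent of it. Within the PMN-MDSC-like cluster, the log2 ratio of aged over young mice was −2.60 for Ptgs2 (95% interval −2.68 to −2.52) and −0.91 for Il1r2.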

Gene plots over pseudotime were also analyzed to further confirm our findings. The neutrophil progenitor markers (Elane, Mpo, Prtn3) exhibited a declining trend across the pseudotime trajectory, the mature neutrophil markers (Camp, Ltf, and Lcn2) demonstrated a distinctive “rising first and then falling” pattern, while PMN-MDSC marker genes (Cd300c, Il1b, Wfdc17) and PMN-MDSC driver genes (Dck, Tpm4, and Il13ra1) showed an increased trend (Fig. 4I).

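From the first to the second of the 10 bins, Elane fell from 1374 to 12.5 CPM, Mpo from 534 to 8.53 CPM and Prtn3 from 1129 to 18.1 CPM. Ltf rose from 8932 CPM to 15866 CPM in the third bin and Lcn2 from 14114 CPM to 19707 CPM in the second bin, and they ended at 2109 and 4421 CPM. Camp was highest in the first bin (46963 CPM) and lowest in the ninth (2464 CPM). Cd300c2 rose from 19.9 to 174 CPM, Il1b from 95.1 to 2518 CPM and Wfdc17 from 107 to 2439 CPM. Dck fell from 44.5 CPM to 14.9 CPM in the second bin before it rose to 150.4 CPM, while Tpm4 (16.0 to 223 CPM) and Il13ra1 (3.46 to 91.2 CPM) were highest in the last bin.

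**Figure D5:**
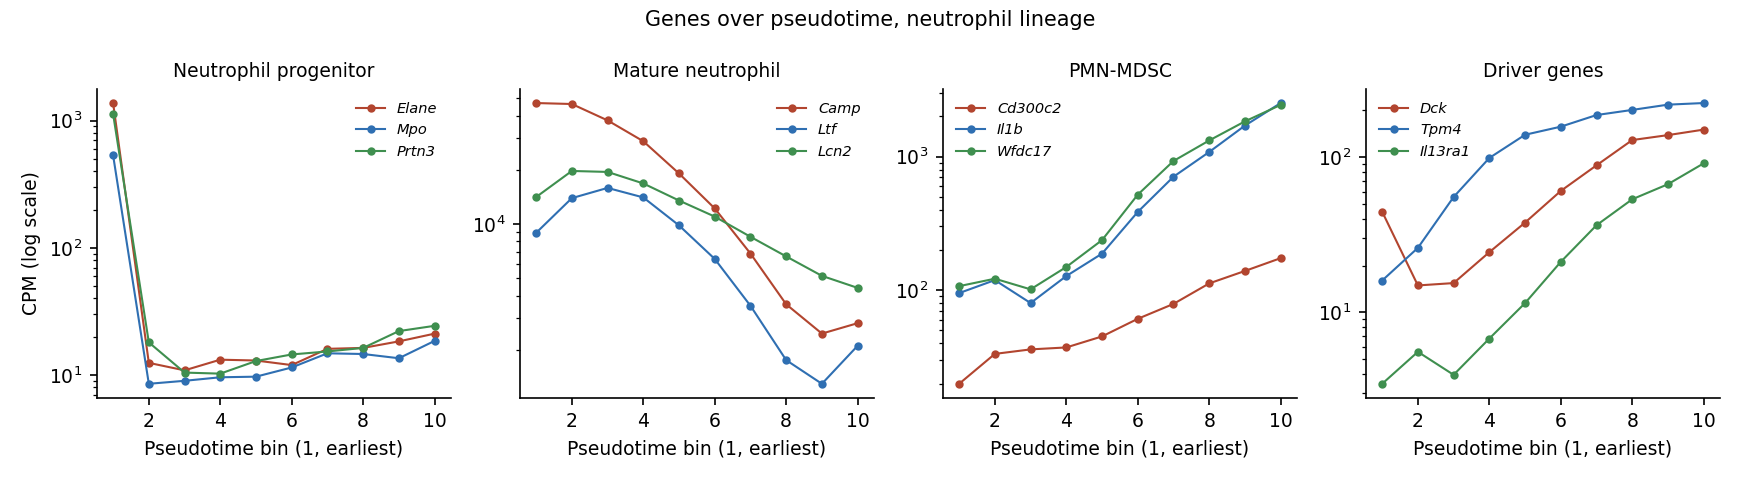
CPM (log axis) over 10 pseudotime bins with equal numbers of neutrophils from both libraries, for progenitor markers, mature neutrophil markers, PMN-MDSC markers and driver genes. Lines join the bins, and Cd300c2 ends at 174 CPM.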

**Fig. 4:**
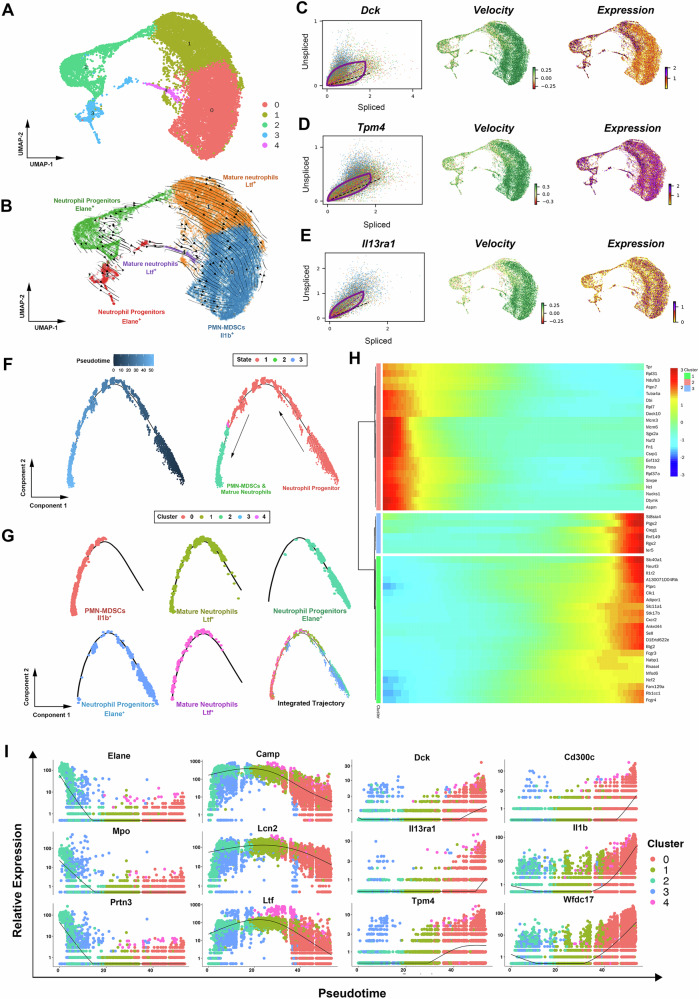
PMN-MDSCs from bone marrow share the similar developmental trajectory with neutrophilic lineage during aging, and may partially develop from mature neutrophils. **A**, **B** Velocities derived from the dynamical model for PMN-MDSC generation are projected into a UMAP based embedding. Three types of cells were identified according to previously reported marker genes. Including neutrophil progenitors (Elane, Mpo, Prtn3), mature neutrophils (Camp, Ltf, and Lcn2), and PMN-MDSCs (Cd300c, Il1b, Wfdc17). The gene-averaged flow of neutrophil lineage visualized by velocity streamlines showed that neutrophil progenitors developed into mature neutrophils and then PMN-MDSCs. **C–E** Dynamical model was used to identify driver genes in PMN-MDSC generation. **F** Developmental trajectory of neutrophil subsets by pseudotime value. **G** Distribution of five neutrophil subsets along the developmental trajectory. PMN-MDSCs had the highest pseudotime value and were located at the ending point, whereas the neutrophil progenitors had the lowest pseudotime value and were located at the starting point. **H** Clustered heat map revealing top 50 genes with the most significant alterations across pseudotime in neutrophil population. **I** Pseudotime plot illustrating expression of selected marker genes over pseudotime. The neutrophil progenitor markers (Elane, Mpo, Prtn3) exhibited a declining trend across the pseudotime trajectory, the mature neutrophil markers (Camp, Ltf, and Lcn2) demonstrated a distinctive “rising first and then falling” pattern, while PMN-MDSC marker genes (Cd300c, Il1b, Wfdc17) and driver genes (Dck, Tpm4, and Il13ra1) showed an increased trend.

Next, we applied RNA velocity and Monocle analyses to explore the developmental trajectory of M-MDSCs. Four subsets were identified according to previously reported marker genes. 

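In the monocytic lineage, the cycling progenitor-like cells (cluster 2) had 1013 CPM of Mki67 (95% interval 981 to 1045), against 18.0 CPM in the mature monocyte-like cells and 37.8 CPM in cluster 1. Top2a had 1098, 8.50 and 11.7 CPM, and Cenpf 326, 6.42 and 14.1 CPM in the same order. These genes act in DNA replication and mitosis.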

Hematopoietic stem/progenitor cells (HSPCs) are marked by the genes Cenpf, Mki67, and Top2a^24,25^. Mature monocytes exhibit elevated levels of Ccr2, Csf1r, and Cx3cr1^16,26^. 

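Ccr2 had 1681 CPM in the mature monocyte-like cells (95% interval 1657 to 1704), 772 CPM in the cycling progenitor-like cells and 719 CPM in cluster 1. Csf1r had 365, 155 and 206 CPM, and Cx3cr1 345, 81.7 and 153 CPM.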

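Retnlg had 7431 CPM in monocyte cluster 1 (95% interval 7349 to 7515) and 1052 CPM in the mature monocyte-like cells, and Il1b 290.2 and 179 CPM. Over the other monocytes, the log2 ratios of Il1b and Retnlg in cluster 1 were 1.07 and 2.87, and with all variable features kept 3.61 and 3.68. Cd300c2 was at 109 CPM in cluster 1 (95% interval 99.1 to 119) and higher in the mature monocyte-like cells, at 129.6 CPM (95% interval 123 to 136). In the neutrophils, Retnlg had 14032 CPM.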

M-MDSCs, as reported in the current study, are characterized by the markers Cd300c, Il1b, and Retnlg. In addition, a small group of cells are identified as frailty-specific monocytes by the markers Malat1 and Neat1^27^. 

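Malat1 had 8763 CPM in the mature monocyte-like cells, 8899 CPM in cluster 1 and 6645 CPM in the cycling progenitor-like cells, and Neat1 676, 644 and 560.4 CPM. As a name was given from at least 3 detected markers, no cluster was named frailty-specific.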

The streamline plot of a UMAP-based embedding showed non-obvious linear-like developmental trajectory (Fig. 5A, B). 

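Retreg1 was higher in monocyte cluster 1 than in the other monocytes by 0.70 on the log2 scale in aged mice (95% interval 0.28 to 1.12) and 1.76 in young mice. Over both libraries the difference of Retreg1 was 1.32, which rose to 1.98 with all variable features kept. C5ar1 had 124 CPM in cluster 1 and 39.2 CPM in the mature monocyte-like cells over both libraries. Dgat1 was among the genes which formed the clusters and is not compared. Likelihoods from RNA velocity were not analysed here.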

Dynamical model showed driver genes with high likelihoods in M-MDSC generation, top likelihood-ranked genes included C5ar1, Dgat1, and Retreg1 (Fig. 5C-E). In addition, Monocle analysis revealed the developmental trajectory of M-MDSCs similar with PMN-MDSCs. 

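The monocytes were ordered in the same way from the cell with the highest summed share of Cenpf, Mki67 and Top2a. The median pseudotime was 0.271 in the cycling progenitor-like cells (cluster 2), which holds the root, and 0.678 in cluster 3. The quartiles of the mature monocyte-like cells (0.871 and 0.893) and of cluster 1 (0.896 and 0.921) were next to each other.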

In brief, M-MDSCs originate from HSPCs (Cluster 2 and Cluster 3), and shared a similar developmental trajectory with mature monocytes. It was also shown that M-MDSCs (Cluster 1) exhibited a greater tendency to concentrate towards the end of developmental trajectory, when compared to mature monocytes (Cluster 0) (Fig. 5F, G). 

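Cluster 1 had a median pseudotime of 0.907 (95% interval 0.904 to 0.910) and the mature monocyte-like cells 0.882, a difference of 0.0249 (95% interval 0.0222 to 0.0289). In aged mice the medians were 0.905 and 0.879, and in young mice 0.907 and 0.883. Of the cells of cluster 1, 92% lay beyond the median of the mature monocyte-like cells. The 25 cells of cluster 4, which express interferon response genes, lay furthest (0.975). The difference was 0.0768 with each cell thinned to 1000 UMIs before the embedding, an alternative chosen after seeing the data. Its direction was the same under all alternatives, among them the removal of cells marked by Scrublet. Scrublet marked 72.9% of the cells of cluster 1 from aged mice and 33.9% of those from young mice as doublets. Whether it marked all droplets with a monocyte and a neutrophil was not tested, so that such droplets stay open as a cause of this order.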

Top 50 genes with significant changes over pseudotime also included genes related to immunosuppression, such as S100a8, S100a9, and Pglyrp1 (Fig. 5H). 

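S100a8 rose from 7075 CPM in the first to 72794 CPM in the last of 10 bins of the monocytes, and S100a9 from 6865 to 77361 CPM. In the neutrophils, their levels were 145395 and 153838 CPM. Pglyrp1 was used for the order and rose from 153 to 1361 CPM.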

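Cenpf fell from 446 CPM in the first bin to 8.20 CPM in the last, Mki67 from 1231 to 30.6 CPM and Top2a from 1362 to 11.2 CPM. Ccr2 was highest in the sixth bin (1792 CPM) and ended at 795 CPM, Csf1r was highest in the same bin (371 CPM) and ended at 264 CPM, and Cx3cr1 was highest in the eighth bin (398 CPM) and ended at 196 CPM. Il1b rose from 48.8 to 407 CPM and Retnlg from 915 to 4539 CPM. Cd300c2 rose from 18.7 CPM to 162 CPM in the seventh bin and was 133 CPM in the last. C5ar1 (14.2 to 115 CPM) and Retreg1 (8.31 to 55.9 CPM) were highest in the last bin.

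**Figure D6:**
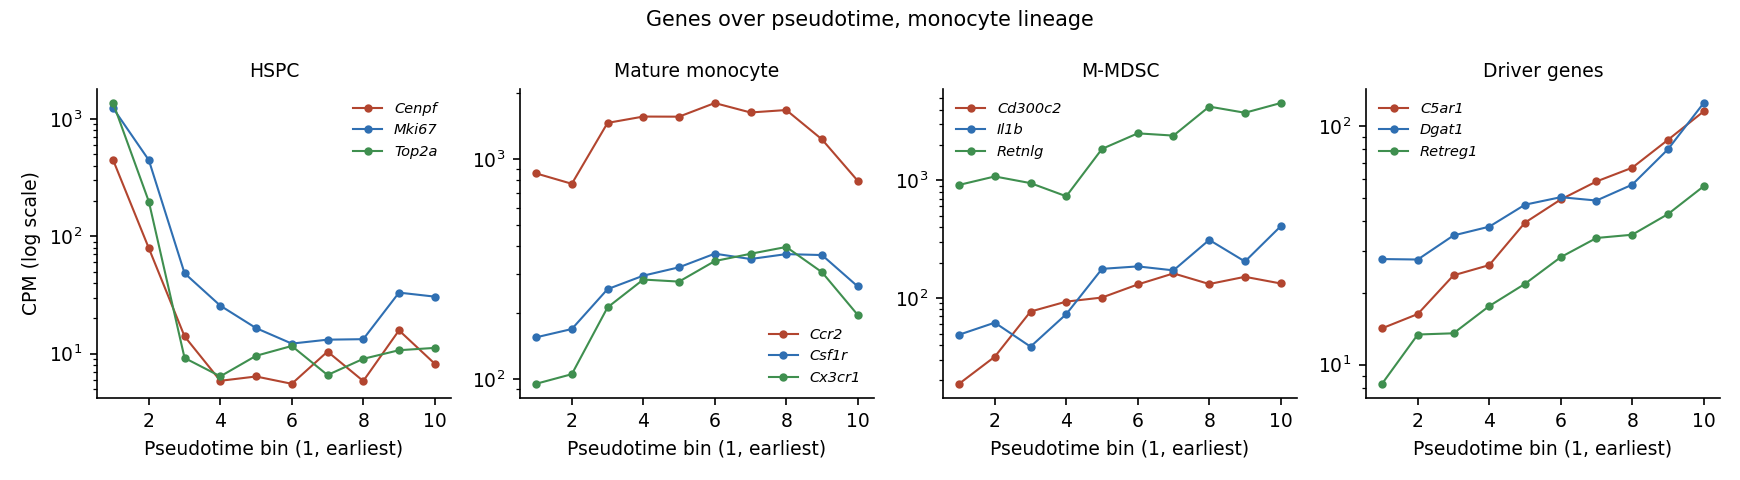
CPM (log axis) over 10 pseudotime bins with equal numbers of monocytes from both libraries, for progenitor markers, mature monocyte markers, M-MDSC markers and driver genes. Lines join the bins, Cd300c2 is highest in the seventh bin (162 CPM), and Dgat1 was among the genes used for the order.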

Gene plots over pseudotime of HSPC markers (Cenpf, Mki67, and Top2a), mature monocyte markers (Ccr2, Csf1r, Cx3cr1), M-MDSC markers (Cd300c, Il1b, Retnlg) and M-MDSC driver genes (C5ar1, Dgat1, Retreg1) showed similar trends with PMN-MDSCs (Fig. 5I).

**Fig. 5:**
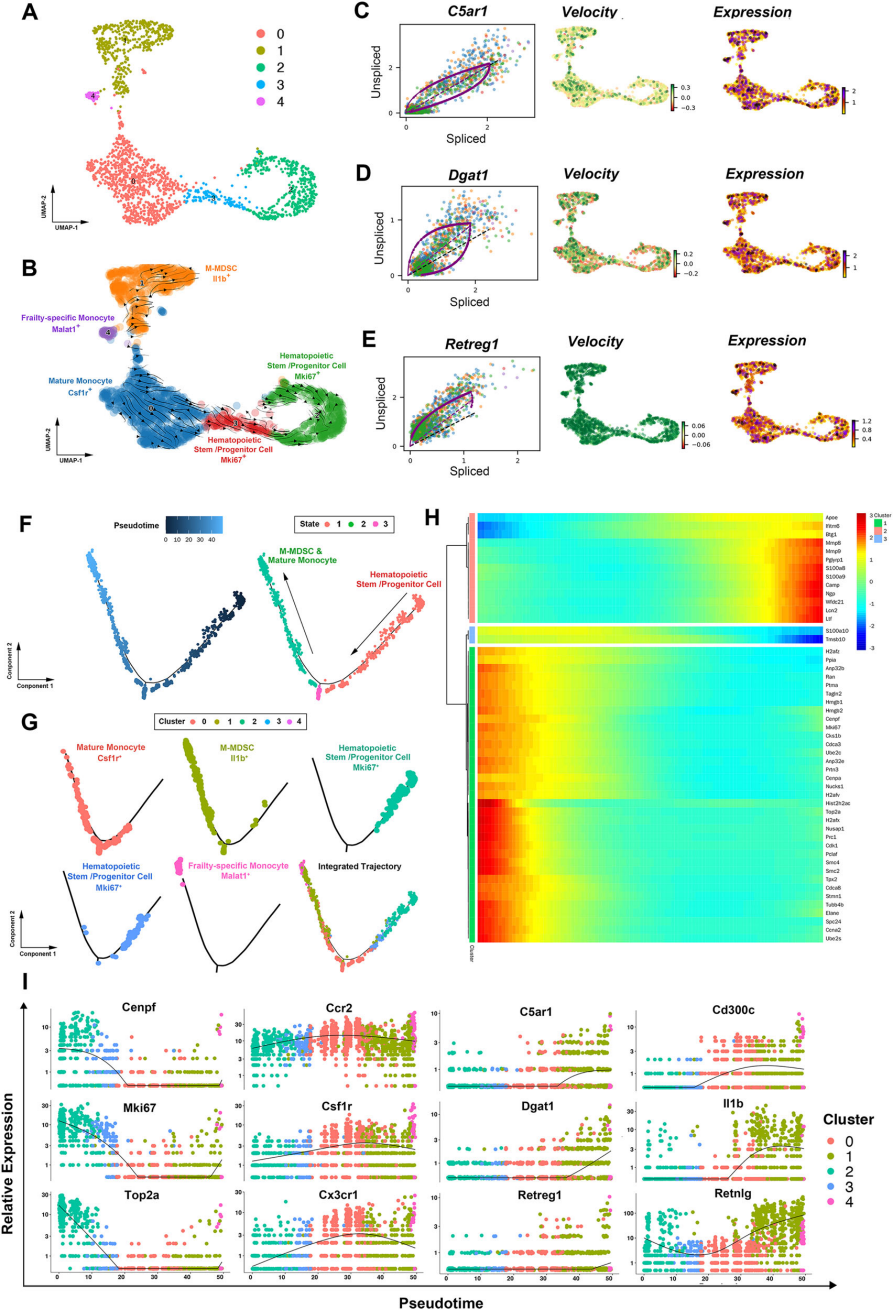
M-MDSCs from bone marrow share a similar developmental trajectory with monocytic lineage during aging, and may partially develop from mature monocytes. **A**, **B** Velocities derived from the dynamical model for M-MDSC generation are projected into a UMAP based embedding. Four types of cells were identified according to previously reported marker genes. Including hematopoietic stem/progenitor cells (Cenpf, Mki67, and Top2a), mature monocytes (Ccr2, Csf1r, Cx3cr1), frailty-specific monocytes (Malat1, Neat1) and PMN-MDSCs (Cd300c, Il1b, Retnlg). **C–E** Dynamical model was used to identify driver genes in M-MDSC generation. **F** Developmental trajectory of monocyte subsets by pseudotime value. **G** Distribution of five monocyte subsets along the developmental trajectory. M-MDSCs had the highest pseudotime value and were located at the ending point, whereas the hematopoietic stem/progenitor cells (HSPCs) had the lowest pseudotime value and were located at the starting point. **H** Clustered heatmap revealing top 50 genes with the most significant alterations across pseudotime in monocyte population. **I** Pseudotime plot illustrating expression of selected marker genes over pseudotime. The hematopoietic stem/progenitor cell markers (Cenpf, Mki67, Top2a) exhibited a declining trend across the pseudotime trajectory, the mature monocyte markers (Ccr2, Csf1r, Cx3cr1) demonstrated a “rising first and then falling” pattern, while M-MDSC marker genes (Cd300c, Il1b, Retnlg) and driver genes (C5ar1, Dgat1, Retreg1) showed an increased trend.

### The developmental trajectory of MDSCs in the bone marrow of elderly humans is consistent with that of aged mice

To verify whether the developmental trajectory of MDSCs in mouse bone marrow also applies to human, we conducted Monocle3 and RNA velocity analyses on the single-cell datasets derived from neutrophilic or monocytic cells in elderly individuals as mentioned previously. As shown in Fig. 6A-E, both Monocle3 and RNA velocity results revealed that PMN-MDSC may develop from mature neutrophils. In addition, the neutrophil progenitor markers (Elane, Mpo, Prtn3), mature neutrophil markers (Cd10, Cd35, Cd87)^28^, MDSC marker genes (Clec4e, Il1b, Jaml) and PMN-MDSC driver genes (C5ar1, Cxcl8, Map4k4) showed similar trends with aged mice (Fig. 6F-I). Our research also found that the developmental trajectory of human M-MDSCs in the elderly is similar to that in aged mice, indicating that M-MDSCs may originate from mature monocytes (Fig. 6J-N). Furthermore, gene plots over pseudotime of granulocyte-monocyte progenitor markers (Atp8b4, Mpo, Azu1), mature monocyte markers (Csf1r, Irf8, Ccr2), M-MDSC driver genes (Cxcl8, Nfkb1, Map3k8) and MDSC marker genes (Clec4e, Il1b, Jaml) demonstrated a similar trend of change as observed in aged mice (Fig. 6O-R).

**Fig. 6:**
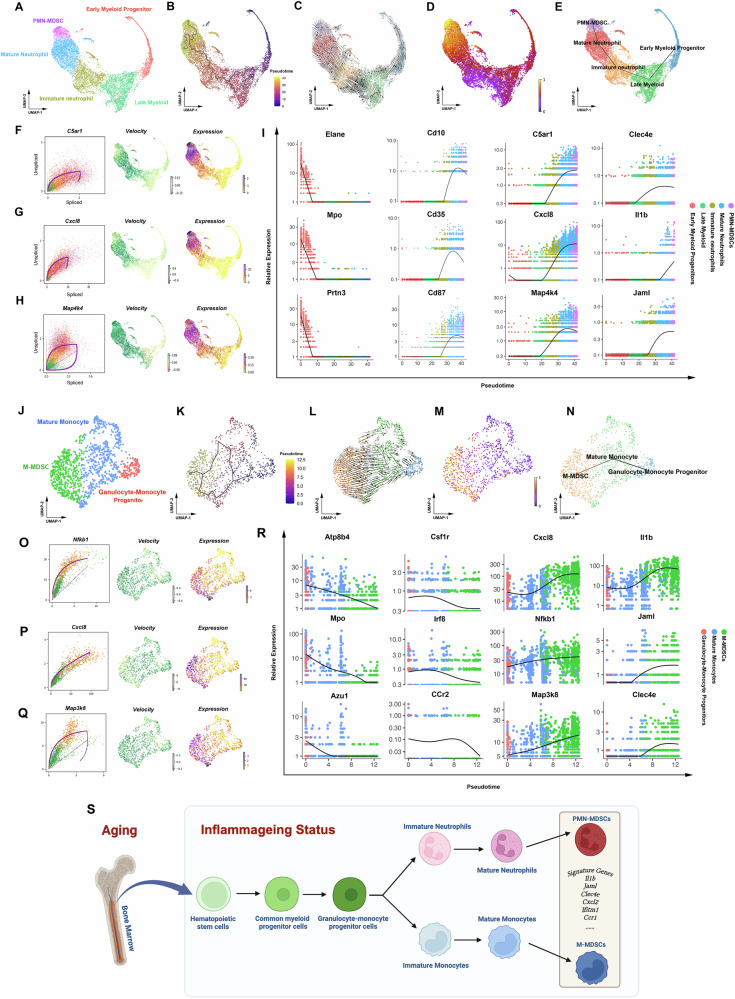
The developmental trajectory of MDSCs in the bone marrow of elderly humans is consistent with that of aged mice. **A** Five types of cells were identified, mainly including early myeloid progenitors, late myeloid, immature neutrophils, mature neutrophils, and PMN-MDSCs. **B** The single-cell trajectory of neutrophilic cells was predicted by Monocle 3 and visualized by UMAP. Cells are ordered in pseudotime colored in a gradient from purple to yellow. **C-E** The gene-averaged flow of neutrophil lineage visualized by velocity streamlines showed that neutrophil progenitors developed into mature neutrophils and then PMN-MDSCs. **F-H** Dynamical model was used to identify driver genes in PMN-MDSC generation. **I** Pseudotime plot illustrating expression of selected marker genes over pseudotime. The neutrophil progenitor markers (Elane, Mpo, Prtn3) exhibited a declining trend across the pseudotime trajectory, the mature neutrophil markers (Cd10, Cd35, Cd87) demonstrated a distinctive “rising first and then falling” pattern, while PMN-MDSC marker genes (Clec4e, Il1b, Jaml) and driver genes (C5ar1, Cxcl8, and Map4k4) showed an increased trend. **J** Three types of cells were identified according to previously reported marker genes. Including granulocyte-monocyte progenitors, mature monocytes, and M-MDSCs. **K** The single-cell trajectory of monocytic cells was predicted by Monocle 3 and visualized by UMAP. Cells are ordered in pseudotime colored in a gradient from purple to yellow. **L–N** The gene-averaged flow of monocyte lineage visualized by velocity streamlines showed that GMP developed into mature monocytes and then M-MDSCs. **O-Q** Dynamical model was used to identify driver genes in M-MDSC generation. **R** Pseudotime plot illustrating expression of selected marker genes over pseudotime. The GMP markers (Atp8b4, Mpo, Azu1) exhibited a declining trend across the pseudotime trajectory, the mature monocyte markers (Csf1r, Irf8, and Ccr2) demonstrated a distinctive “rising first and then falling” pattern, while M-MDSC marker genes (Clec4e, Il1b, Jaml) and driver genes (Nfkb1, Cxcl8, and Map3k8) showed an increased trend. **S** MDSCs may develop from mature myeloid cells during the aging process, this developmental trajectory is distinctly different from that observed in cancer.

In conclusion, based on the results of single-cell sequencing data from both mice and humans, we believe that MDSCs can develop from mature myeloid cells during the aging process (Fig. 6S). This developmental trajectory is distinctly different from that observed in cancer and has been reported by a limited number of studies^29–32^.

## Discussion

Inflammageing is characterized by a persistent low-grade inflammation in the elderly, which is ubiquitous in the aging process^3^. It is now known that inflammaging is linked to augmented myelopoiesis in the bone marrow, which results in the amplified production of not only mature myeloid cells, such as neutrophils, monocytes and macrophages, but also MDSCs^4,33^. The generated MDSCs are then recruited to inflammatory tissues and suppress the inflammatory responses^4,12^. However, if the chronic inflammation state could not be alleviated, the long-term presence of MDSCs will suppress the immune system in aged individuals, thereby inducing immunosenescence and increasing elderly people’s susceptibility to infections, cancers, autoimmune diseases, and degenerative diseases^12,34–36^. Even worse, the proliferation of immunosuppressive MDSCs has the potential to exacerbate chronic inflammation and intensify immunosenescence, thereby fostering a vicious cycle, which underscores the crucial role of MDSCs in sustaining immunosenescence^12^.

It is now known that MDSCs comprise a heterogeneous group of immunosuppressive myeloid cells originating from the common myeloid progenitors^5^. However, the most commonly used MDSC markers (both mouse and human) overlap with those defining healthy and normal neutrophils or monocytes, which makes it challenging to distinguish MDSCs from their myeloid counterparts^15^. This will hamper the deeper understanding of the pathophysiological functions of MDSCs. In recent years, scholars attempted to identify the phenotypes or specific markers of MDSCs, and found that the phenotypes of MDSCs may be distinct in different pathological or physiological states. For instance, Gabrilovich et al. found that Il1b and Arg2 were two MDSC-related genes which could mediate immunosuppressive function^13^. Condamine et al. found that LOX was a specific marker of human PMN-MDSCs that can be used to identify these cells in the blood and tumors of patients with cancer^18^. Alshetaiwi et al. identified CD84 as a surface marker of MDSCs in breast cancer^16^. Nevertheless, to date there still has no research specifically addressing the phenotyping of MDSCs in aged individuals. Hence, we conducted a scRNAseq to describe the gene signature of MDSCs during aging process and to elucidate how these immunosuppressive cells differ from normal neutrophils or monocytes.

In the current study, CD11b^+^Gr1^+^ myeloid cells were isolated from the bone marrow of both young and aged mice by FACS. Subsequently, we employed the well-documented immunosuppressive factors of MDSCs, Arg2, Il1b, Cd84, Wfdc17, Jaml, Stat3 and Cd33, to preliminarily identify PMN-MDSCs from neutrophils and M-MDSCs from monocytes by scRNAseq, respectively. It is noteworthy to observe a significant marker gene overlap between PMN-MDSCs and M-MDSCs, encompassing a total of 472 genes. The GO term analysis of the 472 genes mainly included the biological process of immune and inflammatory responses, inhibition of T cell proliferation, and induction of Tregs, which aligned well with the documented pathological features of MDSCs. Additionally, the GO term encompassed NF-κB activation, a finding that is congruent with prior research demonstrating that NF-κB is activated with aging^9^, thereby contributing to an elevated percentage of MDSCs in the bone marrow. Surprisingly, our signature gene list could also effectively distinguish human MDSCs from normal myeloid cells, and the overall expression level of these signature genes gradually increases with aging. Based on the aforementioned results, we believe that the 472 overlapping genes have enabled us to establish distinctive gene signatures for MDSCs, thereby elucidating the transcriptome characteristics of bone marrow-derived MDSCs during aging.

A deeper analysis of the signature gene list revealed the presence of C5ar1, Cxcr2, Csf3r, and Ccr1, which play pivotal roles in the recruitment, accumulation, and trafficking of MDSCs^37–39^. This revelation underscored the potential of MDSCs to respond to inflammatory cues, thereby directing their migration towards sites of inflammation. Additionally, genes involved in immunosuppression, such as Wfdc17^40^, and Myd88^41^, were also identified within the signature gene list. Notably, we also found the inclusion of previously reported MDSC marker genes, such as Cd300ld, Cd33, Cd84, Jaml, Clec4d, Clec4e, Junb, and Ctsd^16^. These findings validate that MDSCs derived from bone marrow during the aging process share certain gene signatures with MDSCs found in other pathological states.

We performed RNA velocity and pseudotime analysis to elucidate the emergence of bone marrow-derived MDSCs during aging. Previous studies reported that both PMN-MDSCs and M-MDSCs originate from neutrophil or monocyte progenitors via an aberrant differentiation trajectory respectively, leading to a cell state that is not present in normal conditions^16^. However, the cell development analysis results from both mouse and human myeloid cells indicated that the situation in healthy older individuals significantly differs from the previous findings. Firstly, the pseudotime trajectory of cell development exhibited no discernible branching, both in PMN-MDSCs and M-MDSCs, which suggested a congruency in the developmental trajectory between MDSCs and mature myeloid cells. Secondly, both PMN-MDSCs and M-MDSCs showed a tendency to concentrate more toward the end of developmental trajectories than their mature myeloid counterparts, which indicated that MDSCs from aged individual may develop from mature neutrophils or monocytes. This is a significant departure from the traditional understanding that MDSCs are immature myeloid cells derived from myeloid progenitors. And our findings have also been reported by several studies, in which the terminal or more differentiated myeloid cells can “move backwards” to MDSCs^29–32^. Recently, researchers also demonstrated that the maturity of cells is largely irrelevant for the MDSC definition, the maturation state depends on the strength of signals that MDSCs receive, which vary between different status^42^. In our opinion, this divergence could stem from the fundamental differences between natural aging, a normal physiological process, and pathological conditions like tumors or inflammation. Consequently, this may lead to variations in the differentiation trajectory of MDSCs, one of the characteristics that distinguishes MDSCs in elderly individuals from those observed in other pathological states.

Literature has reported early-stage MDSCs (E-MDSCs) are the least mature myeloid-derived suppressor cells, identified only in humans and characterized by the phenotype CD3⁻CD14⁻CD15⁻CD19⁻CD56⁻HLA-DR⁻CD33⁺^6^. Generally, E-MDSCs were considered as the progenitor of both PMN-MDSCs and M-MDSCs. Thus, we analyzed the single-cell transcriptomic data which profiles human myeloid cells of aged individuals. This dataset revealed nine distinct myeloid cell clusters. However, no subpopulation simultaneously exhibited the CD3⁻CD14⁻CD15⁻CD19⁻CD56⁻HLA-DR⁻CD33⁺ signature (Fig. S7). Therefore, we consider that the E-MDSCs may not exist in the healthy elderly population, and integrating our current findings, we propose that M-MDSCs or PMN-MDSCs may arise from their mature myeloid counterparts instead of E-MDSCs.

In humans, there have been some new classifications for myeloid cells. Which included MS1 cells, low density neutrophils (LDNs) and exhausted monocytes, as the transcriptome of these can be very similar with MDSCs. Therefore, we also investigated whether these cells are present in inflammaging process. MS1 cells were CD14^+^ cells characterized by high expression of resistin (RETN), arachidonate 5-lipoxygenase activating protein (ALOX5AP) and interleukin-1 receptor type 2 (IL1R2)^43^. Reyes et al. reported top 15 MS1 marker genes to identify these cells^43^. We applied “AUCell” to score the characteristic gene set of MS1 cells, but found that these methods could not identify MS1 cells in healthy aged human monocytic lineages (Fig. S8). Reyes et al. also reported that BMMCs treated with LPS or Pam3CSK4 revealed a cluster of cells scoring highly for MS1 signature genes that are absent in the untreated conditions^43^. Therefore, we consider that MS1 cells may not exist in the healthy elderly population. LDNs are defined as an unique subpopulation of neutrophils, and reported to play a significant role in regulating innate and adaptive immunity in various inflammation-related diseases^44,45^. Common markers used for LDNs identification include CD15, CD16, and CD66b, in addition, CD10, CD11b, CD33, CD35, and CD63, also enables further functional characterization^44^. We then visualized the marker genes of LDNs in the aged human neutrophil dataset and found their expression in both cluster 0 and cluster 4, with more prominent expression in cluster 0. Given that we have previously identified cluster 4 as PMN-MDSCs, we performed differential gene expression analysis (volcano plot) between cluster 0 and cluster 4 (Fig. S9). The reported LDN markers CD10 and CD35 both showed significant differences. This suggests that in healthy elderly individuals, PMN-MDSCs and LDNs may not represent the same cell population. We posit that in healthy aged individuals, LDNs are likely intermingled with mature neutrophils and lack a distinct functional role, a perspective consistent with the earlier report by Hardisty et al.^45^. Key features of monocyte exhaustion, including reduced differentiation, pathogenic inflammation and immune suppression which is similar with M-MDSCs^46–48^. Literatures reported that exhausted monocytes are characterized by the molecular signature MKI67^hi^ CD38^hi^ CD86^low^HLA-DRA^low^, which corresponds to their less mature, pathogenic inflammatory, and immunosuppressive properties, respectively^47^. So we tried to identify exhausted monocytes in aged human monocyte dataset, however, no monocyte subpopulation simultaneously exhibits the MKI67^hi^ CD38^hi^ CD86^low^HLA-DRA^low^ signature (Fig. S10). Indeed, studies indicate that exhausted monocytes emerge primarily in response to severe sepsis or prolonged, high-dose LPS exposure^46,47^. In contrast, this specific cell population appears to be absent in the context of low-grade chronic inflammation, such as inflammaging. Thus, we consider that exhausted monocytes might not be present in the healthy elderly population. In summary, we propose that the aforementioned cells (MS1 cells, LNDs, exhausted monocytes) may be present in acute inflammatory responses or sepsis, but are likely absent in the low-grade chronic inflammation characteristic of inflammaging.

As far as we know, there is no report on the specific marker of MDSCs in aged individuals, which hinders further research into the functions of MDSCs. In the present study we found that CD300c may serve as the specific marker of MDSCs during aging. Even though the proportion of CD11b^+^Gr1^+^CD300c^+^ cells in the bone marrow of aged mice is relatively low, there is still a significant increase of over tenfold compared to young counterparts. The CD11b^+^Gr1^+^CD300c^+^ cells also showed a strong ability of CD4 and CD8 T cell suppression and ROS production. CD300c was originally isolated from human leukocytes, and also known as CMRF-35A or CMRF-35^49^. It was reported that CD300c may affect monocytes, DCs, macrophages, NK cells, basophils and B cells. In 2018, Cui et al. found CD300c as a novel T cell inhibitory molecule, both soluble human and mouse CD300c-Fc fusion proteins significantly inhibit the proliferation, activation, and cytokine production of CD4 and CD8 T cells in vitro^50^. In recent year, CD300c-Ig was found to decrease the expansion and activation of T cells and reduce expression of proinflammatory cytokines in the mouse model of collagen-induced arthritis^51^. CD300ld was once reported as a critical immune suppressor present on PMN-MDSCs^17^, although CD300c and CD300ld are genomically adjacent, their expression patterns and functions in immune cells are markedly different, suggesting distinct regulatory mechanisms and biological roles. In line with Wang et al., who reported CD300ld is constitutively expressed in normal neutrophils and specifically upregulated in PMN-MDSCs upon tumorigenesis^17^, our findings demonstrate that CD300ld expression remains statistically unchanged in myeloid cells during healthy aging. This consistency reinforces the concept that CD300ld dysregulation is a cancer-associated phenomenon rather than an age-related one. In addition, research on CD300c is relatively limited, with literature reporting its roles primarily in inflammation, degenerative diseases, and allergies^51–53^. Briefly, although CD300ld and CD300c are genomically adjacent, we believe they mediate immune regulation in different states. In combination with our findings, we consider that CD300c mediate the immunosuppression function of MDSCs, which may serve as a specific surface marker for MDSCs identification during aging process.

There are some limitations in the present study. First, while we have characterized the gene signature and specific surface marker of MDSCs during aging and demonstrated their immunosuppressive function in vitro, it is necessary to conduct in vivo assays to further validate the functional significance of these cells. Therefore, using CD300c-knockout aged mice as a model for the next stage of research may constitute a future direction. Second, sexual dimorphism significantly influences leukocyte differentiation and immune responses, leading to distinct immunological profiles between males and females. At the cellular level, sex differences are observed in the proportions and functions of various leukocyte subsets. For instance, males often have higher levels of neutrophils, while females tend to have an increased proportion of lymphocytes^54^. In the present study, male mice were used in our scRNAseq process because male animals exhibited less variability in phenotype. To determine the role of sex, we assessed myeloid cell datasets from human donors of both sexes and identified MDSC subsets with comparable expression profiles in males and females. However, whether the immunosuppressive potency differs between sexes requires further investigation. Third, the transcriptional profiling of human neutrophils remains technically challenging due to their characteristically high RNase activity and low RNA content, which may compromise RNA integrity and sequencing depth. Although recent methodological progress—such as the 10X Genomics platform—has gradually made such assays more feasible, as reflected in a growing number of studies, these inherent limitations persist. It is within this context that we employed human neutrophil transcriptomes primarily as a means of cross-species validation for murine MDSC signatures, rather than as a source of quantitatively absolute gene expression data. Moreover, our analytical focus was placed on detecting relative transcriptional differences between age groups. We anticipate that future technical advances will be necessary to fully overcome these barriers and enable more comprehensive, high-resolution transcriptomic characterization of neutrophils.

In conclusion, we revealed the unique gene signature and specific surface marker of MDSCs during aging. And clarified that MDSCs from bone marrow of aged individuals share the similar developmental trajectory with normal myeloid lineage and may develop from mature myeloid cells. Our work extends the understanding of MDSCs in aging process.

## Methods

### Mouse bone marrow cells collection

All animal experiments conducted in this study were approved by Nanfang Hospital Animal Ethic Committee, Southern Medical University (Ethics Approval Number: NFYY-2020-0261). The mouse bone marrow cells were collected as previously described^35^. Briefly, three aged male mice (20 months old) and three young male mice (8 weeks old) were sacrificed by cervical dislocation. And then detached the femur from the tibia. Cut the proximal and distal ends of the bones, the bone marrow was flushed from mouse tibias and femurs using a 25 G ×5/8” needle and plastic syringe and then kept in phosphate buffer saline (PBS) with 5% fetal bovine serum (FBS) on ice. Bone marrow cells were centrifuged at 400 × *g* at 4 °C for 10 min. Resuspending the cells in 2 ml NH_4_Cl_2_ (pH: 7.2–7.6) for 5 min at room temperature to lyse the erythrocytes. Then centrifuged for 10 min, at 400 × *g*, at 4°C and resuspended the cells in 1 ml of 5% PBS/FBS and kept at 4 °C for the next step.

### Fluorescence-activated cell sorting (FACS)

Bone marrow samples collected from the mouse were centrifuged at 400 × *g* at 4 °C for 5 min and washed once with 5% PBS/FBS. Cells were blocked with anti-mouse CD16/32 (BioLegend, 101302) on ice for at least 10 min. Cells were then incubated for 30 min at 4 °C with pre-conjugated fluorescence-labeled antibodies with the following combinations: APC anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody (BioLegend, 108412), FITC anti-mouse/human CD11b Antibody (BioLegend, 101206), PE anti-mouse CD300c/d Antibody (BioLegend, 148003). Fixable Viability Dye eFluor™ 450 (eBioscience, 65-0863) was added to stained cells to assay for viability. Cells were sorted with BD FACSAria™ III, and the selected populations were isolated for the next experiments.

### Quantitative reverse transcription polymerase chain reaction (RT-qPCR)

Cells were transferred to RNase/DNase-free tubes. Single-cell lysis solution (1 × 10^3^ cells with 4 µl lysis buffer) was added into tubes and then incubated at room temperature for 5 min. Following cDNA synthesis, reverse transcription was performed in a thermal cycler, and gene expression pre-amplification primers were mixed with pre-amplification reaction mix based on the kit instructions (95 °C for 10 min, 14 cycles of 95 °C for 15 s, 60 °C for 4 min). The products from the pre-amplification stage were used for the real-time PCR reaction. The primer pair sequences used for the qPCR are listed in Supplementary Data 6. qPCR was performed using SYBR® Premix Ex Taq™ II (Takara) with a LightCycler 480 (Roche). Results were reported relative to control cells after being normalized to GAPDH using the △△CT method.

### Single-cell RNA sequencing

CD11b^+^Gr1^+^ myeloid cells selected by FACS from bone marrow of aged and young mice were washed with 0.05% PBS/bovine serum albumin (BSA, Sigma-Aldrich), resuspended to the concentration of 1000 cells/μl, then loaded onto the 10X Genomics Chromium platform for droplet-enabled scRNAseq according to the manufacturer’s instructions. The libraries were then sequenced on HiSeq3000 (Illumina) and analyzed using Cell Ranger version 4.0.0 (10X Genomics). Cell Ranger Count was used to produce an aligned single-cell feature count matrix, using mm38 genome as a reference. The “Cell Ranger Aggr” function was employed to standardize gene expression counts, derived from Cell Ranger Count, to a uniform sequencing depth, thereby mitigating deviations. Subsequently, the characteristic barcoded single-cell gene expression matrix was recalculated and generated. To discard doublets or dead cells, cells with gene counts <500 or >5000, or a mitochondrial gene ratio > 20%, were filtered out. Finally, a total of 23,143 cells were sequenced for downstream bioinformatic analysis.

### Subset identification of mouse myeloid cells using Seurat

Seurat version 5.2 was used to perform dimensionality reduction and clustering of the data, and conduct cluster identification. Briefly, Seurat’s canonical correlation analysis (CCA) was used to integrate cells from aged and young mice. Uniform manifold approximation and projection (UMAP) was used to project the cells into 2D space. Marker genes for each cluster were identified via the “FindAllMarkers” function of Seurat. Classical myeloid cell markers, such as Ly6g and Cxcr2 for neutrophils, Csf1r and Ccr2 for monocytes, were used to identify different cell subsets.

### T cell suppression assay

Spleens were dissected from mouse aged 8 weeks, then homogenized the tissue with a syringe plunger to obtain single cell suspension, lysed the erythrocytes using Red Blood Cell Lysing Buffer Hybri-Max™ (Sigma-Aldrich, R7757). T cells were isolated by magnetic bead negative selection from the spleen using the EasySep™ Mouse T Cell Isolation Kit (STEMCELL Technologies, 19851) according to the manufacturer’s instructions. The isolated T cells were washed once with PBS and resuspended with 0.01% PBS/BSA (Sigma-Aldrich). In order to detect the proliferation of T cells, all the selected cells were stained with Tag-it Violet™ Proliferation and Cell Tracking Dye (Biolegend, 425101) at a concentration of 5 μM per 1 × 10^7^ cells and incubated at 37 °C for 20 min. Next, the stained T cells were washed and incubated with RMPI 1640 with 10% FBS at the concentration 1 × 10^6^ cells/ml. In addition, non-essential amino acids (Gibco, 11146-050), Penicillin–Streptomycin (Gibco, 15140163), β-mercaptoethanol (Gibco, 21985-023) and sodium pyruvate (Gibco, 11360-070) were also added in order to maintain cell growth. Tag-it Violet™ - labeled T cells were activated with coated purified anti-mouse CD3 (Tonbo Biosciences, 70-0031) and purified anti-mouse CD28 (Tonbo Biosciences, 70-0281) in U-bottom 96-well plates and co-cultured with sorted MDSCs from old or young mice at the ratio of 1:1 (50 × 10^3 ^T cells : 50 × 10^3^ MDSCs). After 4 days, cells were harvested and blocked with anti-mouse CD16/32 (BioLegend, 101302), then the Fixable Viability Dye eFluor™ 450 (eBioscience, 65-0863) in combination with fluorescently labeled antibodies against CD4 (BioLegend, 100512) and CD8 (BioLegend, 100709) were used for staining purposes, and processed with BD FACSAria™ III and analyzed by FlowJo software version 10.0.7 (Tree Star Inc.). The aged mice used for T cell suppression assay were 20 months old, while the young mice used as controls were 8 weeks old.

### Determination of ROS generation

Intracellular ROS were detected by probe 2’,7’-dichlorofluorescein diacetate (DCFH-DA, Sigma-Aldrich, D6883). In brief, selected cells were incubated with 10 μM DCFH-DA for 30 min at 37 °C. Fluorescence minus one (FMO)— DCFH controls were used to establish photomultiplier tube voltages. Fluorescence intensity (Ex/Em = 488/525 nm) was detected with BD FACSAria™ III and analyzed by FlowJo software version 10.0.7 (Tree Star Inc.). The aged mice used for the determination of ROS generation were 20 months old, while the young mice used as controls were 8 weeks old.

### RNA velocity analysis

RNA velocity has opened up new ways of studying cellular differentiation in single-cell RNA-sequencing data. In the present study, we used scVelo package (version 0.2.4) to analyze MDSC generation. The data were processed using default parameters following preprocessing as described in scVelo package. Analysis of cellular trajectory inference by RNA velocity was performed using dynamical model, which is a generalization of the original RNA velocity method and allows for characterization of multiple transcriptional states^55^. In addition, latent time analysis, pseudotime analysis and velocity confidence were computed using default parameters.

### Pseudotime trajectory analysis

The R package Monocle 2 (2.22.0) was used to reconstruct the differentiation trajectories of both PMN-MDSCs and M-MDSCs, respectively^56^. Briefly, the generated Seurat object was transformed into Monocle object with the “GetAssayData” and “newCellDataSet” functions. Next, we used Monocle’s “orderCells” function to arrange cells along the pseudotime axis which revealed the differential trajectory. After pseudotime was determined, the pseudotime kinetics of different marker genes were displayed using the “plot_genes_in_pseudotime” function in the R package. In addition, “plot_pseudotime_heatmap” function in the R package was used to generate the pesudotime heat map of the top 50 genes with the most significant alterations. Trajectory analysis and pseudotime diagrams of human myeloid cells were generated using Monocle 3 (1.3.7).

### MDSC signature gene scoring of human bone marrow samples

Single-cell transcriptomic data of aged human myeloid cells were downloaded with associated metadata from the GSE253355 dataset in the Gene Expression Omnibus (GEO)^57^. Additionally, single-cell transcriptomic data of human neutrophils and monocytes across various ages, sourced from Jong et al.^58^, Oetjen et al.^59^ and Wu et al.^60^ were downloaded with associated metadata from Deeply Integrated human Single-Cell Omics database (DISCO) (https://www.immunesinglecell.org/). The Single-cell transcriptomic data were processed in R version 4.4.0. Seurat’s “AddModuleScore” function was used to score all of the cells in the analysis using the established MDSC-specific signature genes in the current study (Supplementary Data 4).

### Statistics

All data were presented as mean ± SD. Significance was assessed using two-tailed Student’s *t* test for comparison between two groups or one-way analysis of variance (ANOVA) for comparison between more than two groups. A confidence level above 95% (*P* < 0.05) was determined to be significant.

## Supplementary information

Supplementary Figures & Supplementary Data Legend

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

Sequencing datasets have been deposited in the GEO database under the accession number GSE275786.

# Supplementary material for: Defining the marker and developmental trajectory of myeloid-derived suppressor cells in aging by single-cell transcriptomics
**Source:** NPJ Aging. 2025 Dec 24;12(1):18. doi: 10.1038/s41514-025-00317-x
**Supplement:** Supplementary file 1 — Supplementary Figures & Supplementary Data Legend

# Defining the marker and developmental trajectory of myeloid-derived suppressor cells in aging by single-cell transcriptomics

Yaru Su<sup>2\*</sup>, Ruimin Wu<sup>3\*</sup>, Haochen Ai<sup>3\*</sup>, Zhaoming Zhong<sup>1</sup>, Lin Zou<sup>4</sup>, Zihan Wang<sup>1</sup>, Kewu Tu<sup>1</sup>, Lingzheng Tang<sup>1</sup>, Jiawen Gao<sup>1</sup>, Yusheng Huang<sup>1</sup>, Congrui Liao<sup>1</sup>, Guanhai Zeng<sup>1</sup>, Hongyang Zhang<sup>2#</sup>, Jian Jin<sup>1#</sup>, and Siyuan Zhu<sup>1#</sup>

2. Jian Jin,

3. Hongyang Zhang,

**\* Yaru Su, Ruimin Wu and Haochen Ai contributed equally to this work.**

## Supplementary Figures

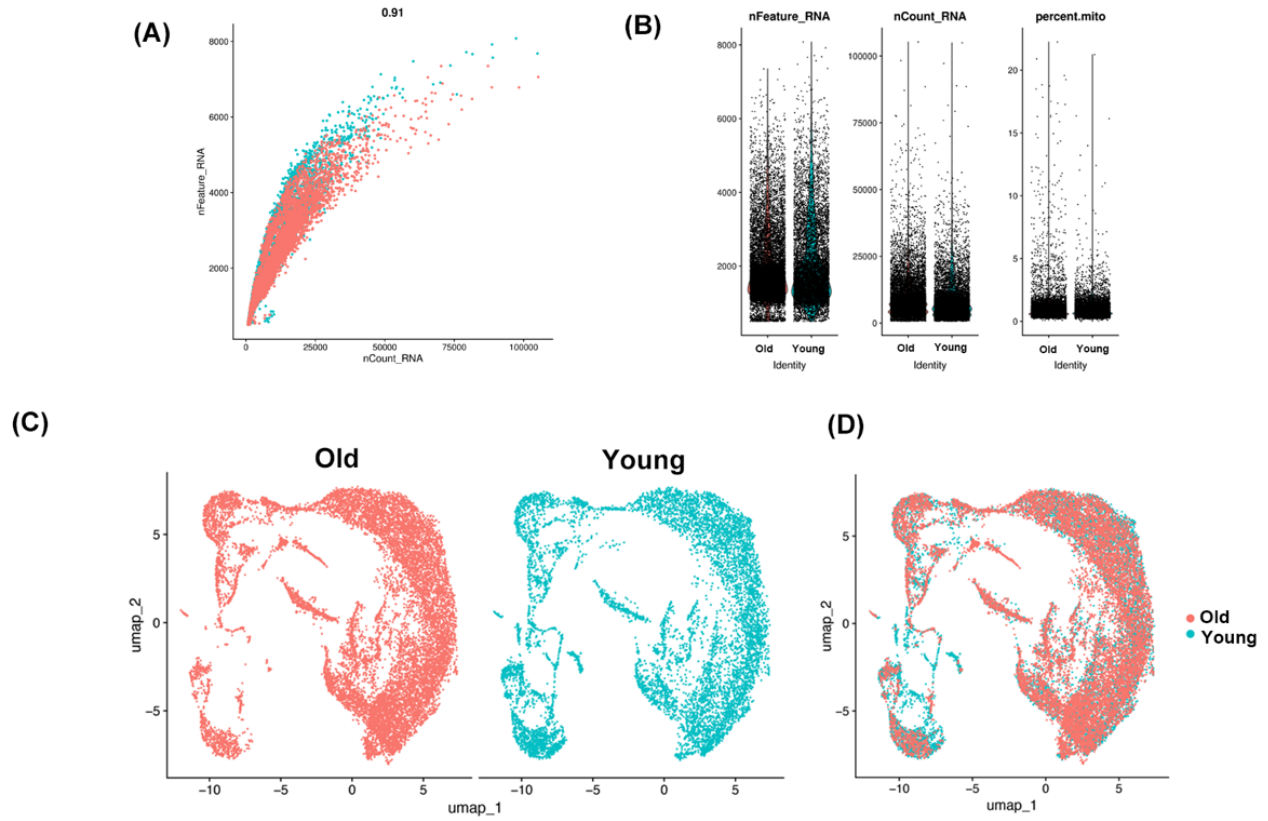

**Figure S1.** (A) The basic information of the filtered cells in each sample was shown in scatter plots. (B) Violin plots of the number of unique genes detected in each cell (`nFeature_RNA`), the total number of molecules detected within a cell (`nCount_RNA`), and the percentage of reads that map to the mitochondrial genome (`percent.mito`) after filtering. (C-D) Distribution of cells from different samples, which were shown using UMAP plots.

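Before the filter, the median number of genes per barcode was 1608 in the library from aged mice and 2161 in that from young mice, and the median number of UMIs 6663.5 and 9509. After it, the median mitochondrial share was 0.6998% and 0.7292%.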

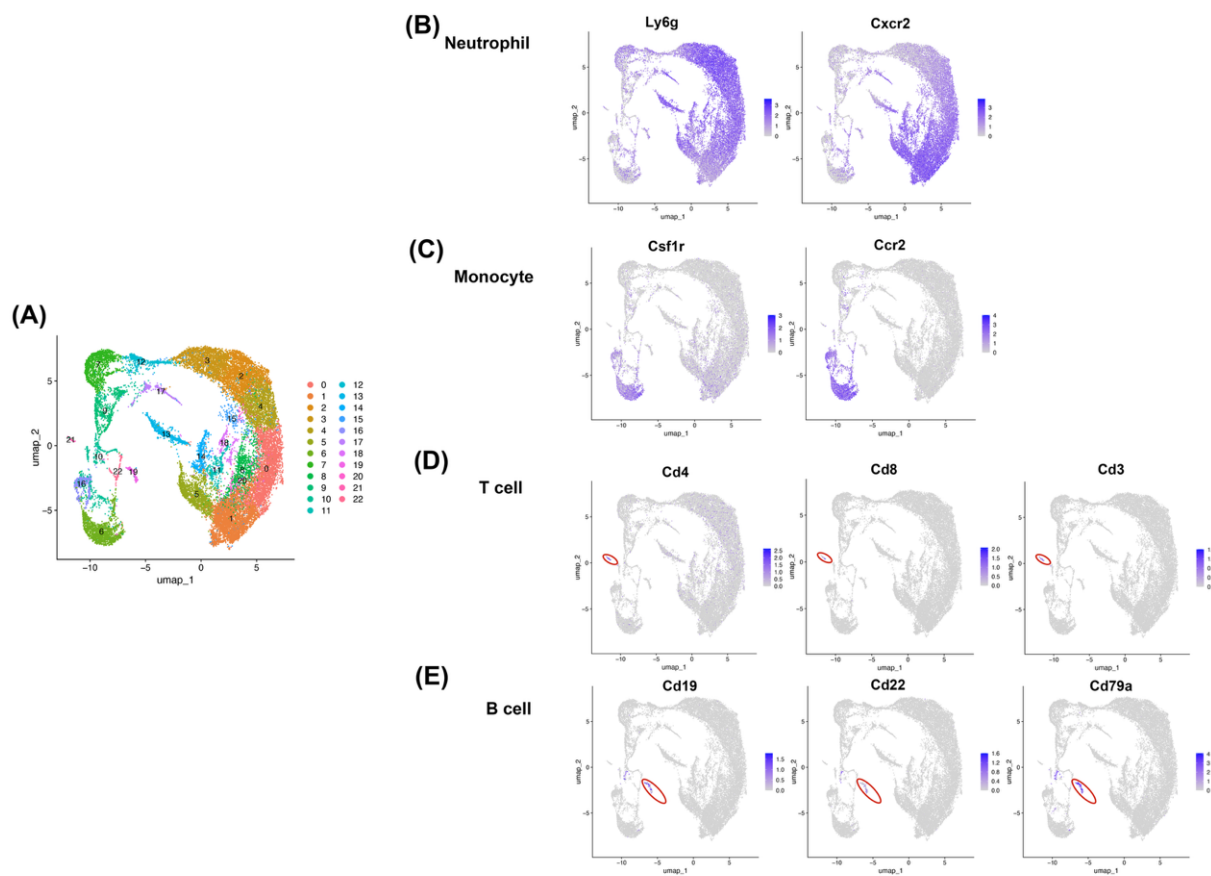

**Figure S2.** (A) UMAP plot result showed 23 distinct subclusters. (B) Ly6g, Cxcr2 were used to identify neutrophils. (C) Csf1r, Ccr2 were used to identify monocytes. (D) Cd4, Cd8, and Cd3 were used to identify T cells. (E) Cd19, Cd22, and Cd79a were used to identify B cells.

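Over both libraries, Ly6g had 758 CPM in the neutrophil-like clusters and 120.3 CPM in the monocyte-like clusters, and Cxcr2 had 583 and 129.7 CPM. Ly6g encodes a surface antigen of neutrophils which the Gr1 antibody binds, and Cxcr2 a chemokine receptor.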

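Csf1r had 281 CPM in the monocyte-like clusters and 21.9 CPM in the neutrophil-like clusters, and Ccr2 1272 and 5.04 CPM. Csf1r encodes the receptor of macrophage colony-stimulating factor and Ccr2 a chemokine receptor.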

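In the T cell-like cluster, Cd3g had 536 CPM, Cd3d 509 CPM and Cd3e 316 CPM. Cd8a had 64 UMIs (107 CPM), while Cd4 had only 8 UMIs (13.4 CPM).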

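In the B cell-like cluster, Cd79a had 1812 CPM and Cd22 88.8 CPM.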

(A) **Cluster0 (PMN-MDSC)**

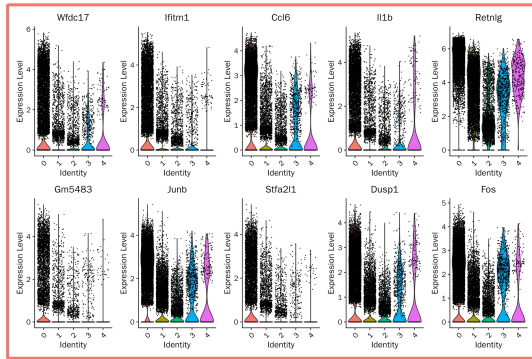

(B) **KEGG Enrichment For Cluster0**

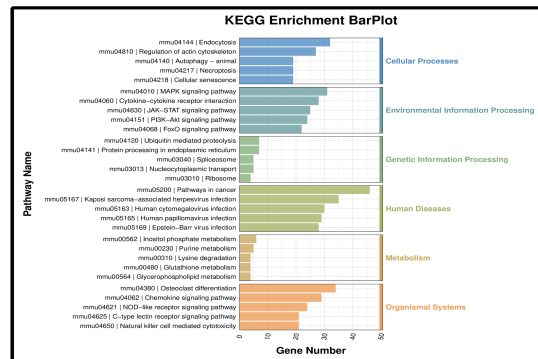

(C) **Cluster1**

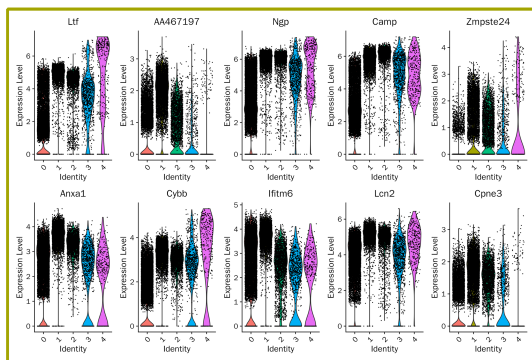

(D) **Cluster2**

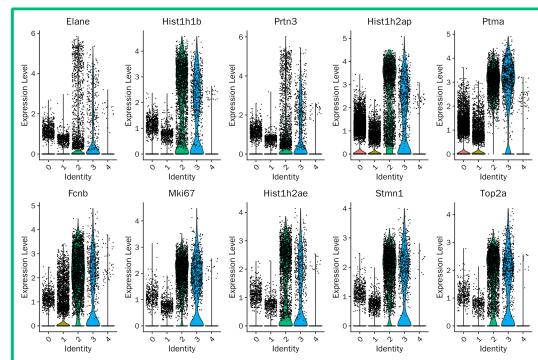

(E) **Cluster3**

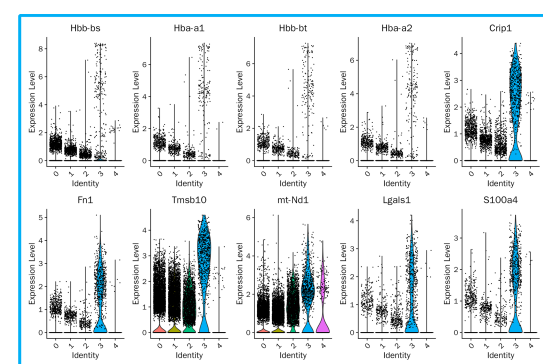

(F) **Cluster4**

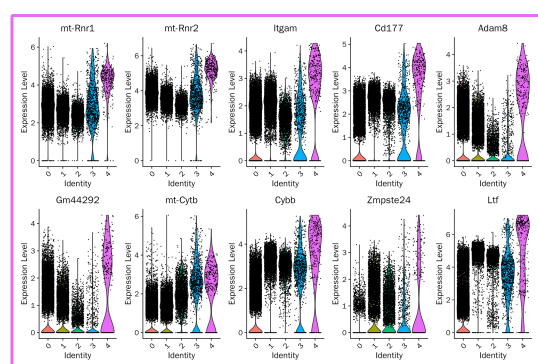

**Figure S3.** (A) Violin plots showed top 10 marker genes of Cluster 0 (PMN-MDSC). (B) KEGG enrichment analysis of the marker genes of Cluster 0. (C-F) Violin plots showed top 10 marker genes of Cluster 1, Cluster 2, Cluster 3, and Cluster 4.

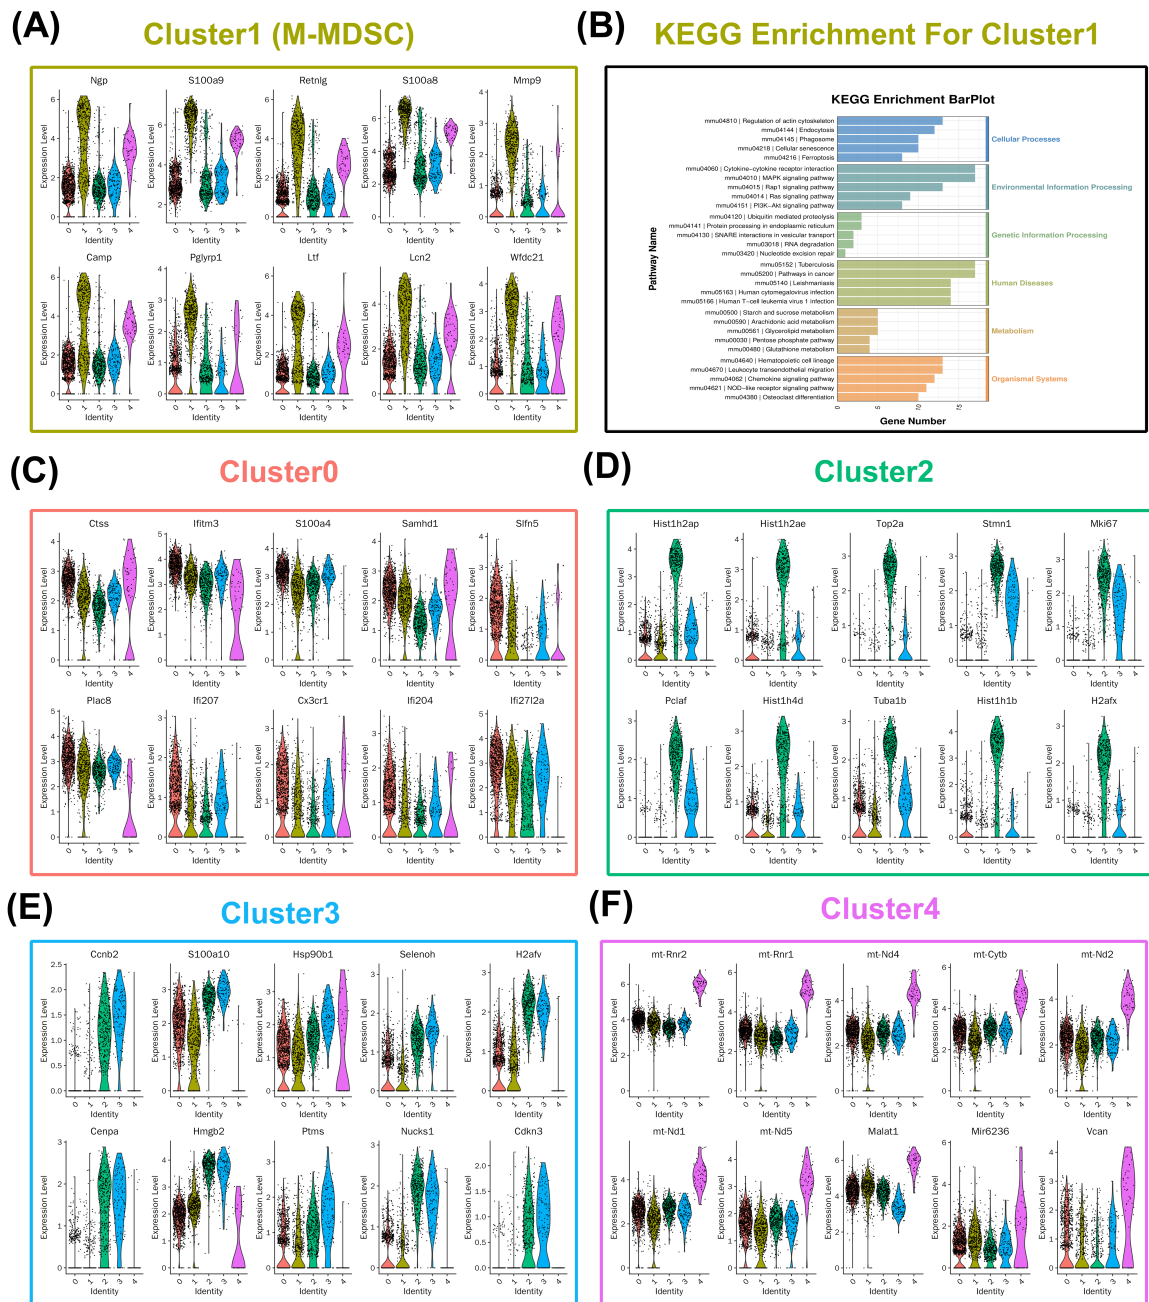

**Figure S4.** (A) Violin plots showed top 10 marker genes of Cluster 1 (M-MDSC). (B) KEGG enrichment analysis of the marker genes of Cluster 1. (C-F) Violin plots showed top 10 marker genes of Cluster 0, Cluster 2, Cluster 3, and Cluster 4.

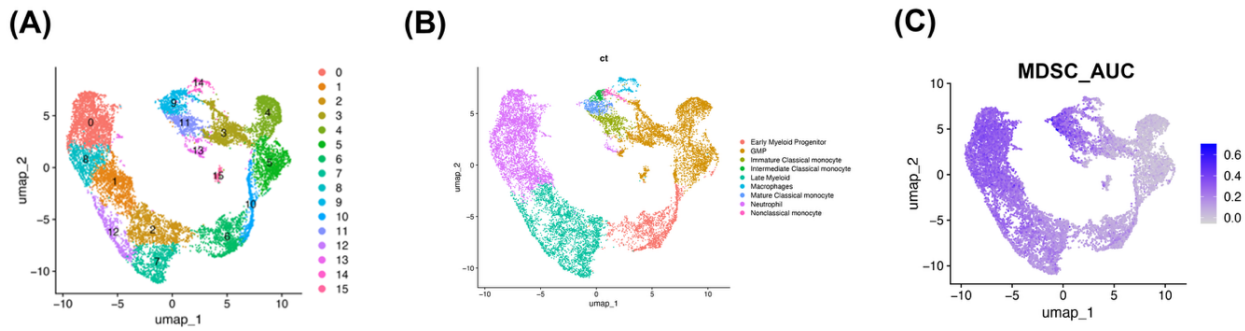

**Figure S5. scRNAseq datasets of myeloid cells derived from aged males and females. (A-B)** Nine myeloid cell subclusters were identified, such as early myeloid progenitors, granulocyte-monocyte progenitors, immature classical monocytes, late myeloid, intermediate monocytes, macrophages, mature classical monocytes, neutrophils, nonclassical monocytes. **(C)** The expressions of MDSC signature genes in neutrophils and monocytes displayed a dispersed or non-specific pattern.

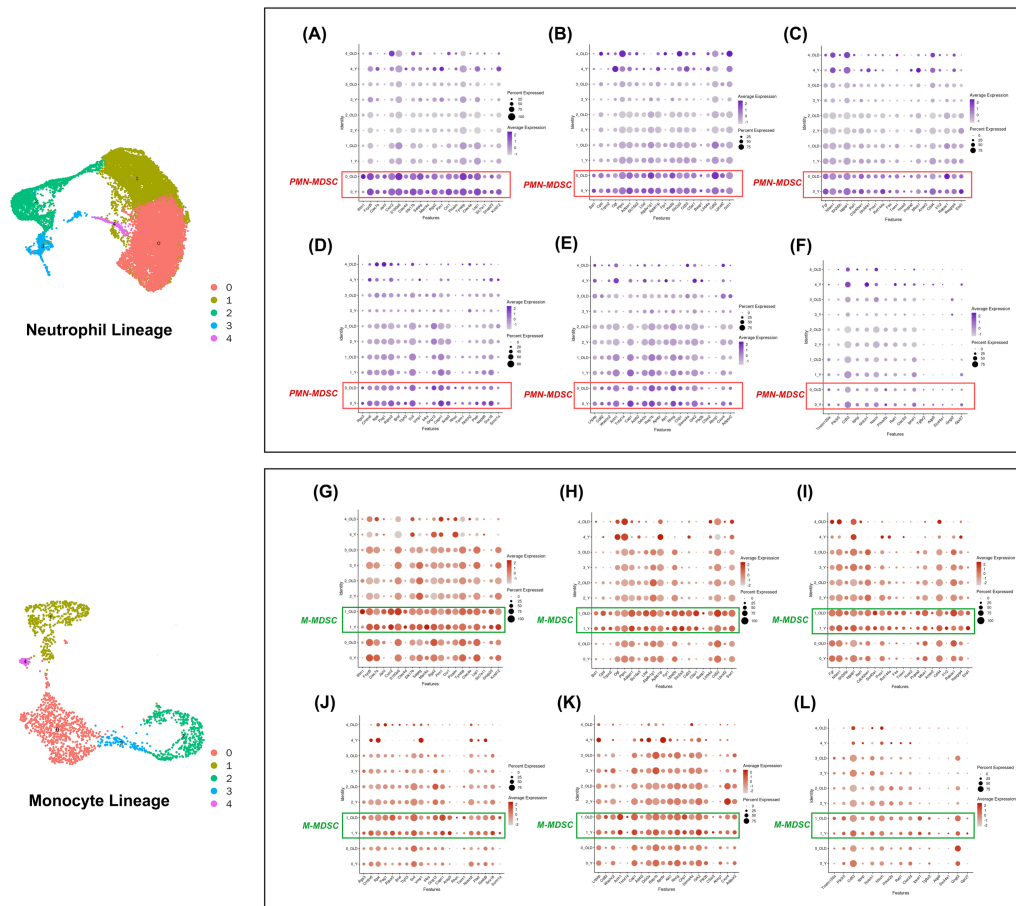

**Figure S6. (A-F)** Dot plots demonstrated the expressions of surface markers in different neutrophilic cell subclusters in aged or young mice. **(G-L)** Dot plots demonstrated the expressions of surface markers in different monocytic cell subclusters in aged or young mice.

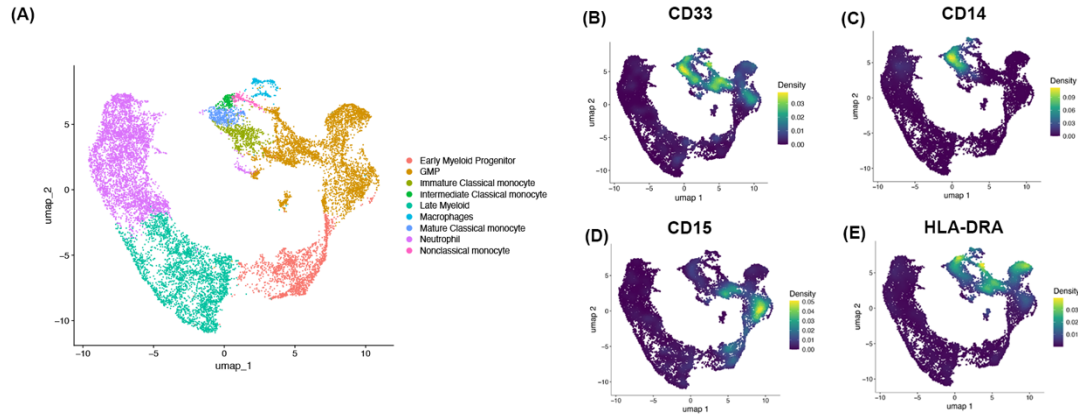

**Figure S7. E-MDSCs may not exist in the healthy elderly population.** (A) Single-cell transcriptomic data of healthy aged human myeloid cells revealed nine distinct myeloid cell clusters. (B-E) Gene expression density plot showed the expression of Cd33, Cd14, Cd15 and HLA-DRA, according to the phenotype of E-MDSCs (CD3<sup>+</sup>CD14<sup>+</sup>CD15<sup>+</sup>CD19<sup>+</sup>CD56<sup>+</sup>HLA-DR<sup>+</sup>CD33<sup>+</sup>). However, no subpopulation simultaneously exhibits the CD3<sup>+</sup>CD14<sup>+</sup>CD15<sup>+</sup>CD19<sup>+</sup>CD56<sup>+</sup>HLA-DR<sup>+</sup>CD33<sup>+</sup> signature.

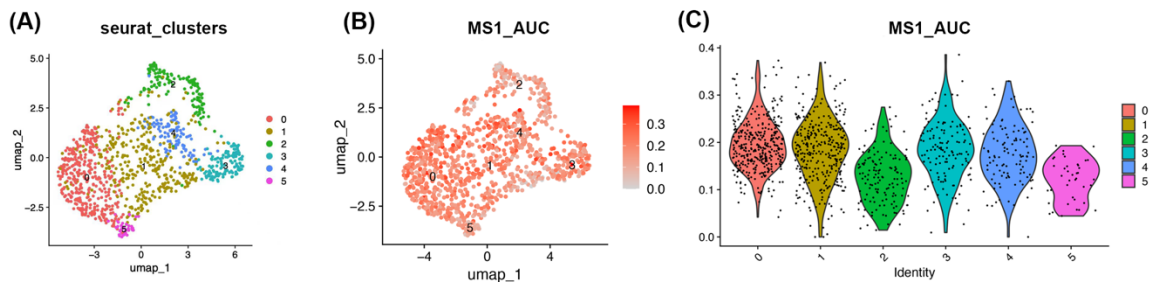

**Figure S8. MS1 cells may not exist in the healthy elderly population.** (A-C) According to 15 MS1 marker genes reported by Reyes et al., we applied “AUCCell” to score the characteristic gene set of MS1 cells, but found that these methods could not identify MS1 cells in healthy human monocytic lineages. Therefore, we consider that MS1 cells may not exist in the healthy elderly population.

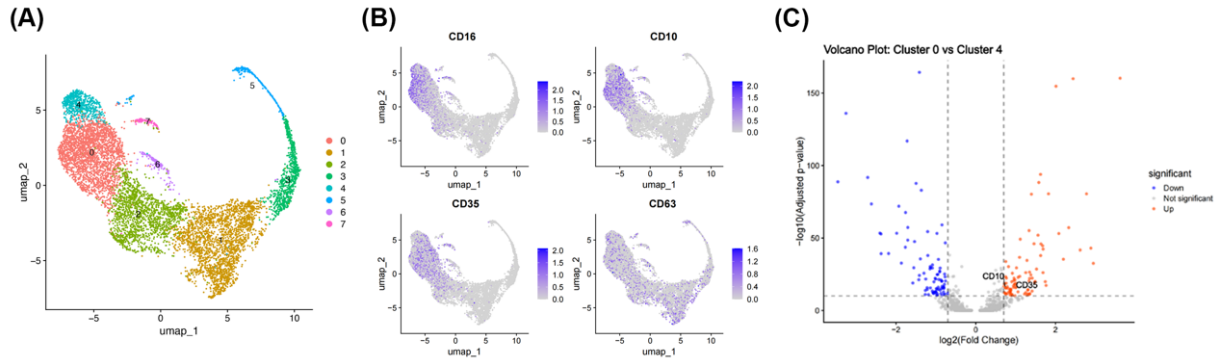

**Figure S9 In healthy individuals, LDNs are likely intermingled with mature neutrophils and lack a distinct functional role. (A-B)** The marker genes of LDNs were visualized in the aged human neutrophil dataset and found their expression in both cluster 0 and cluster 4, with more prominent expression in cluster 0. **(C)** Given that we have previously identified cluster 4 as PMN-MDSCs, we performed differential gene expression analysis (volcano plot) between cluster 0 and cluster 4. The reported LDN markers CD10 and CD35 both showed significant differences. This suggests that in healthy elderly individuals, PMN-MDSCs and LDNs may not represent the same cell population.

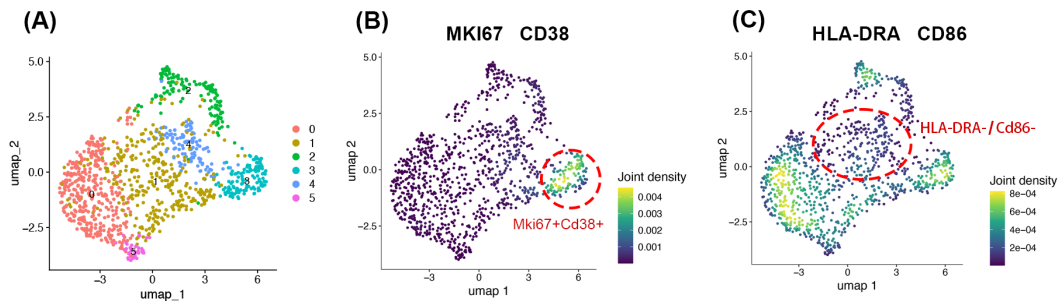

**Figure S10 Exhausted monocytes might not be present in the healthy elderly population. (A-C)** Key features of monocyte exhaustion including reduced differentiation, pathogenic inflammation and immune suppression which is similar with M-MDSCs. Exhausted monocytes are characterized by the molecular signature  $\text{MKI67}^{\text{hi}} \text{CD38}^{\text{hi}} \text{CD86}^{\text{low}} \text{HLA-DRA}^{\text{low}}$ , which corresponds to their less mature, pathogenic inflammatory, and immunosuppressive properties, respectively. So we tried to identify exhausted monocytes in aged human monocyte dataset, however, no monocyte subpopulation simultaneously exhibits the  $\text{MKI67}^{\text{hi}} \text{CD38}^{\text{hi}} \text{CD86}^{\text{low}} \text{HLA-DRA}^{\text{low}}$  signature.

### **Supplementary Data Legend**

**Supplementary Data 1.** The marker gene list of 22 subclusters.

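The table gives for each gene its mean in the PMN-MDSC cluster and in the other neutrophils, and the log2 of the ratio of these means. In the re-analysed cells, the gene listed as Cd300c2 in these tables had 142 CPM in the PMN-MDSC-like cluster and 33.0 CPM in the other neutrophils.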

**Supplementary Data 2.** The marker gene list of PMN-MDSC in aging process.

**Supplementary Data 3.** The marker gene list of M-MDSC in aging process.

**Supplementary Data 4.** The signature gene list of MDSC in aging process.

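All 119 genes reached 20 UMIs in the PMN-MDSC-like cluster and in monocyte cluster 1. In the PMN-MDSC-like cluster, 20 of them had a higher CPM in aged than in young mice, and in cluster 1, 23 did, where the median log2 ratio was −0.39.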

**Supplementary Data 5.** MDSC signature genes which encode the membrane-expressed proteins.

**Supplementary Data 6.** The primer pair sequences.

How the deposited data were processed for this re-analysis (not part of the article)

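The deposited data are UMI counts, whole numbers per gene and cell barcode, for 1 library from aged mice and 1 library from young mice. The authors made them with Cell Ranger from reads aligned to mm38, and their gene identifiers were matched to the GENCODE M21 annotation of GRCm38, which holds all 26661 of them. The methods name a step which brings the libraries to a uniform sequencing depth, and the deposited counts still differ in mean UMIs per barcode.

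Cells with 500 to 5000 genes and a mitochondrial share up to 20% were kept, as in the methods. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 8% and were kept, except in an alternative. The libraries were log-normalized, integrated by canonical correlation analysis with 2000 variable features and 30 dimensions, and clustered by the Louvain method with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5 in R 4.3.3. A gene needed a UMI in at least 3 cells. The resolution was raised in steps of 0.02 until there were at least 23 clusters of all cells. Each lineage was then integrated and clustered again, to at least 5 clusters. The 472 signature genes and 28 naming genes, 488 different genes together, were left out of the features for this step.

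Clusters were named from markers fixed before the data were examined, of which at least 3 had to reach 10 CPM. The 10 leading genes of a cluster were ranked by the ratio to the other cells with 10 CPM added, among genes with at least 50 UMIs. The rules which turn markers into names and pick the MDSC cluster, and the limit of 0.25 on the early score of a mature cluster, were written after the first clusters were seen. As the MDSC cluster is the one with the highest MDSC markers, the level of these markers in it follows from the choice.

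Expression was compared as CPM, pooled over the cells of a group. Ratios have exact conditional binomial intervals, levels exact Poisson intervals, shares exact Clopper-Pearson intervals, and differences of shares intervals from the Clopper-Pearson bounds. Medians have order-statistic intervals, and ranks intervals over 1000 Poisson draws. All are at the 95% level and cover counting error only. A count of 0 was taken to allow up to 3 counts. Diffusion pseudotime was computed in scanpy with 15 neighbors and 10 diffusion components on the integrated dimensions. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

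The genes named are those which the paper names for these libraries or measured by RT-qPCR, in each MDSC cluster the 3 surface genes with the highest and the 3 with the lowest ratio of aged over young mice among those with at least 100 UMIs, in each lineage the 5 highest and the 5 lowest genes with at least 500 UMIs, and Xist and genes of the Y chromosome. A ranked surface gene needed 20 UMIs. For the median over all genes, minima of 20, 100 and 500 UMIs were tried and 20 was used.

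The alternatives were every barcode without a filter, merging without integration, all variable features, 15 dimensions, at least 8 clusters, removal of the doublets called by Scrublet, the mean over cells of counts per 10000 UMIs, each cell thinned to 1000 UMIs, and 30 neighbors or the next root cell for pseudotime. Chosen after seeing the data were no upper limit on genes, the library from young mice thinned to 69.64% of its UMIs, another seed, thinning before the embedding used for pseudotime, another processor type set for the linear algebra software, and 1 added to both means in the comparison with the paper's ratios. A first clustering gave clusters of other sizes and was replaced when that software was set to a fixed number of threads and processor type, to make it repeatable. The size of monocyte cluster 1 depends on this setting. With the other processor type and all else equal, it held 160 and 231 cells, in place of 129 and 121. The analysis was tested on simulated data, in which 95% intervals held the true ratio for 96.0% of genes in each MDSC cluster. The pooled counts were drawn from the Poisson model which the intervals assume, so that this coverage checks the calculation only. The spread between cells or mice and the clustering were not simulated.

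RNA velocity, Monocle and gene ontology analyses, and the flow cytometry, RT-qPCR and cell culture experiments, were not analysed here.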

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

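A test of free RNA, chosen before its result was seen, is not used because its outcome was fixed by its design, and no test here was chosen after the result was seen.

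Cell types on which the paper does not report made up part of the library from young mice. Basophil or mast-like cells, led by Prss34, Mcpt8 and Cpa3, were 6.43% of it (546 cells, 95% interval 5.91 to 6.97), against 1.67% (235 cells, 95% interval 1.46 to 1.89) of the library from aged mice. Macrophage-like cells, led by C1qa, C1qc and C1qb, were 1.31% (95% interval 1.08 to 1.57) and 0.298%, and erythroid-like cells, led by hemoglobin genes, 1.29% (95% interval 1.07 to 1.56) and 0.227%. Free RNA from lysed cells would bring the markers of these types into the neutrophils too. In the neutrophils from young mice, the summed marker level was at most 0.0104 of that in the basophil or mast-like, B cell-like or erythroid-like cells. This does not decide the question, because these types held only 2.35%, 1.96% and 0.811% of the UMIs of the kept cells from young mice, and droplets with free RNA alone would show about so small a part of the marker level. Prss34 was also found in the neutrophils from young mice (12.2 CPM), and less in those from aged mice (0.132 CPM). Free RNA, sorting with a different purity, incomplete removal of red cells, and age itself stay open and untested, with 1 library per age.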

How the results depend on the processing

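No paired analysis was possible because there was 1 library per age. Chosen only after the data were seen were the alternatives without an upper limit on genes per cell, with the library from young mice thinned to the mean depth of the other, with another seed, with another processor type set for the linear algebra software, and with cells thinned before the embedding. The comparisons for single genes other than the ratio of Cd300c2 between ages were not listed beforehand.

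Of 74 comparisons of a main result with an alternative set before the data were examined, 42 stayed within counting error, 30 moved beyond it and 2 reversed. Of 52 with an alternative chosen afterwards, 34 stayed and 18 moved. The cause was not tested for any of these.

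When every barcode was used without a filter, the difference in the share of PMN-MDSC-like cells between aged and young mice reversed, from 3.07 to −2.18 percentage points. That of monocyte cluster 1 was 5.15 percentage points, the neutrophil and monocyte shares of the library from young mice 73.5% and 13.9%, and the log2 ratio of Cd300c2 in the PMN-MDSC-like cluster 0.75. When the doublets called by Scrublet were removed and the rest clustered again, the difference in the share of the cluster with the highest M-MDSC markers reversed, from 9.14 to −0.615 percentage points, with 40 cells from aged and 81 cells from young mice in it. The difference for PMN-MDSC-like cells was then 4.81 percentage points, the neutrophil share of the library from aged mice 91.5%, the monocyte shares 4.00% and 11.2%, and the share of signature genes higher in that monocyte cluster 74.6%.

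Without integration, the difference for PMN-MDSC-like cells was 18.1 percentage points, the neutrophil shares 94.0% and 74.5%, the monocyte share from young mice 11.5%, the log2 ratio of Cd300c2 in the PMN-MDSC-like cluster 0.12 and its rank 9. The shares of signature genes higher in the clusters were 100% and 86.4%, and the pseudotime difference of the neutrophils 0.0452. With all variable features, the difference for cluster 1 was 2.11 percentage points, the shares of signature genes 100% and 93.4%, and the pseudotime differences 0.0364 in neutrophils and 0.0468 in monocytes. With 15 dimensions, the difference for cluster 1 was 3.31 percentage points, and with at least 8 clusters the share of signature genes in it 91.1%. With cells thinned to 1000 UMIs, this share was 60.8% and the log2 ratio of Cd300c2 in the PMN-MDSC-like cluster 0.45. With 30 neighbors, the pseudotime differences were 0.0364 and 0.0349, and with the next root cell that of the neutrophils was 0.0342.

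Without the upper limit on genes, the cluster with the highest PMN-MDSC markers was a small one led by Il1b and interferon response genes such as Ifit3, with 1197 and 529 cells. The difference in its share was 1.12 percentage points, the log2 ratio of Cd300c2 0.69, the share of signature genes 97.9% and the pseudotime difference 0.0148. The neutrophil and monocyte shares from young mice were then 73.5% and 13.4%, and the share of signature genes in the monocyte cluster 93.9%. At equal mean depth, the neutrophil share from aged mice was 93.4%, the monocyte share from young mice 13.5%, the share of signature genes in the monocyte cluster 93.9%, and the pseudotime differences 0.0237 and 0.0101. With thinning before the embedding, these were 0.0391 and 0.0768.

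With the linear algebra software set to another processor type and all else equal, monocyte cluster 1 held 160 and 231 cells, in place of 129 and 121, so that its size is not stable. The difference in its share was 3.75 percentage points, in place of 9.14, the share of signature genes higher in it 91.5%, and the pseudotime differences 0.0307 in neutrophils and 0.0160 in monocytes. With the other seed, cluster 1 kept 129 and 121 cells.

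Cd300c2 stayed higher in aged mice in the PMN-MDSC-like cluster under all 11 alternatives, with log2 ratios from 0.12 to 0.75. In cluster 1, its ratio stayed within counting error under all 11, from −0.19 to 0.04, and its rank between 17 and 32. The pseudotime differences kept their direction under all 9. For single genes, 370 comparisons moved beyond counting error, 257 stayed and none reversed beyond counting error. The ratios of Stat3 (−0.30 to 0.39) and Cd84 (−0.18 to 0.35) in monocyte cluster 1 over the other monocytes took both signs.

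Depth limits what can be said of cluster 1. Its 237 and 218 UMIs of Cd300c2 leave an interval for the log2 ratio from −0.23 to 0.31. The spread between mice was not measured, and the intervals leave it out.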

Differences from the paper's values

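The comparisons with 1 added to both means and relative to Gapdh, the ranks by size of the percentage difference, and the ranks by size without the 20 most abundant genes were chosen after the values were seen.

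The share of M-MDSCs in the monocytes of young mice is about 24% in Fig. 1J, read by eye, and monocyte cluster 1 made up 11.4% here. Of the alternatives set before the data were examined, every barcode without a filter (19.5%), 15 dimensions (22.2%) and all variable features (25.8%) gave values near that of the paper, and merging without integration (13.1%), at least 8 clusters (14.0%) and removal of doublets (8.93%) did not. Another processor type for the linear algebra software, chosen after the data were seen, gave 21.7%. The share of M-MDSCs in aged mice is about 26% in Fig. 1J, read by eye, and was 20.6% here. The shares of PMN-MDSCs are about 52% in aged and about 48% in young mice in Fig. 1H, read by eye, and the PMN-MDSC-like cluster made up 37.6% and 34.6%, which is nearer to the paper's values, as a ratio, than for M-MDSCs in young mice.

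For the marker genes of PMN-MDSCs in Supplementary Data 2, the log2 ratio of the mean in the cluster over that in the other neutrophils was compared with the ratio of mean counts per 10000 UMIs. The paper's text does not name the unit of its means. All 13 genes compared had the same sign and differed by more than counting error. The paper's value and the value here were 3.00 and 4.33 for Wfdc17, 2.67 and 4.16 for Il1b, 1.80 and 3.68 for Jaml, 1.42 and 2.64 for Cd300ld, 0.76 and 2.20 for Cd300c2, 0.99 and 2.26 for Arg2, 0.54 and 1.51 for Irf1, 0.90 and 1.51 for Cd300lb, 0.41 and 0.81 for Stat3, 0.65 and 0.88 for Cd300lf and 2.43 and 1.28 for Retnlg. No alternative set before the data were examined brought these 11 genes within counting error of the paper's value. For Cd84, the paper's value was 1.02 and the value here 1.13, which was 1.03 with at least 8 clusters. The other alternatives, on both sides of the paper's value, did not come within counting error of it. For Cd33, the paper's value was 0.80 and the value here 0.75. It was reached by merging without integration (0.78), all variable features (0.78) and removal of doublets (0.79), and not by the filter, dimension and cluster number alternatives. With 1 added to both means, a scale chosen after seeing the values, Arg2 (0.99), Cd300lb (0.87) and Cd300lf (0.63) were within counting error of the paper's values. The other 10 were not, and the median distance over the 13 genes fell from 1.15 to 0.19.

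For M-MDSCs in Supplementary Data 3, 8 of 11 genes compared differed, again with the same sign as in the paper. The paper's value and the value here were 3.49 and 3.17 for S100a8, 3.57 and 3.17 for S100a9, 3.54 and 2.86 for Retnlg, 2.17 and 1.17 for Il1b, 0.87 and 1.30 for Cd300ld, 0.51 and 1.85 for Arg2, 0.12 and 1.11 for Tnf and 0.72 and 1.41 for Cd300lf. None of the alternatives set before the data were examined reached the paper's value for these genes. With 1 added to both means, chosen after seeing the values, Arg2 (0.34), Tnf (0.11) and Cd300lf (0.66) did, and the other genes did not. On that scale, 7 of the 11 genes differed, among them 2 which had not differed before, and the median distance fell from 0.431 to 0.334.

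After a comparison of the 119 surface genes, the paper states that the level and percentage of Cd300c differ most between aged and young mice in both MDSC types, and the legend of the figure names the CD300 family. Among the 4 members named in the paper, Cd300c2 (0.54, 95% interval 0.45 to 0.63) was the only one higher in aged mice in the PMN-MDSC-like cluster. In size, it and Cd300lb (−0.57, 95% interval −0.64 to −0.51) did not differ beyond counting error, and without the 20 most abundant genes the ratio of Cd300c2 (0.64) was larger in size than those of Cd300lb (−0.48), Cd300lf (−0.43) and Cd300ld (−0.35). In monocyte cluster 1, Cd300c2 (0.04) had the smallest ratio in size, and Cd300ld the largest (−1.24). Among the 119 surface genes, Cd300c2 had rank 3 in the PMN-MDSC-like cluster and 19 in monocyte cluster 1 by the log2 ratio, 39 and 113 by its size in either direction (20 of 116 and 96 of 118 without the 20 most abundant genes), 4 and 36 by the difference in the thinned percentage of cells, and 59 and 107 by the size of that difference. Among the 4 members, the thinned difference was smallest in size for Cd300c2 in both clusters. It was 4.02 percentage points in the PMN-MDSC-like cluster, against −6.60 for Cd300ld, −7.40 for Cd300lb and −10.1 for Cd300lf. In cluster 1 it was −0.666, from 13 cells with a UMI in each library, against −4.49, −11.2 and −8.16. Without thinning, at unequal depths, this order did not hold in cluster 1. The shares there were 79.1% in aged and 64.5% in young mice for Cd300c2, and 83.7% and 80.2% for Cd300lf. They were 48.1% and 66.9% for Cd300ld, and 65.1% and 88.4% for Cd300lb. The paper describes a rise and then a fall of the mature neutrophil markers over pseudotime, and here Ltf and Lcn2 did so. Camp was highest in the first bin (46963 CPM), close to the second (46382 CPM). The paper describes the M-MDSC markers as rising, and here Il1b and Retnlg were highest in the last bin. Cd300c2 was highest in the seventh of 10 bins (162 CPM, 95% interval 144 to 182). That interval overlaps the one of the last bin (133 CPM, 95% interval 120 to 148). The paper reports more Cd300ld and Arg2 in aged mice by RT-qPCR of sorted cells. Over all kept cells, the log2 ratio of aged over young mice was −0.12 for Cd300ld (95% interval −0.16 to −0.07) and 0.01 for Arg2 (95% interval −0.05 to 0.06). Relative to Gapdh, to which the RT-qPCR was normalized, they were −0.58 and −0.46. Those of Jaml (−0.21) and Clec4e (−0.21), which the paper also reports as higher, were below 0 too. That of Cd300c2, also reported as higher, was −0.04 and within counting error of 0. The interval of its own ratio (0.37 to 0.48) holds the ratio of Gapdh (0.46).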

Other observations

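The tests of free RNA by UMIs per cell and of damaged cells were chosen only after the result was seen, and those at equal mean depth and with thinning before the embedding after the data were seen but before their own values. The alternatives without an upper limit on genes and with another processor type for the linear algebra software, and the ratios relative to Gapdh, were also chosen after the result was seen.

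Monocyte cluster 1 had granule genes of neutrophils among its leading genes. Droplets with a monocyte and a neutrophil would hold a mixture of both profiles. A mixture with 55.7% of UMIs from neutrophils left a median difference of 0.0169 on the log2 scale between observed and predicted levels over the 472 signature genes, while the cluster lay 0.26 above the mature monocyte-like cells. In aged mice the mixture had 61.9% and left −0.11, and in young mice 47.6% and 0.14. With another processor type for the linear algebra software, where the cluster held 160 and 231 cells in place of 129 and 121, the mixture had 49.7% and left 0.16, and the cluster lay 0.40 above the mature monocyte-like cells. With simulated cells whose signature genes were raised to 2 times their level, the same fit left 0.792 to 0.827. The fit could thus have come out otherwise. Simulated mixtures without this raise left −0.0062 to 0.0010. The pooled value was near these, while −0.11, 0.14 and 0.16 lay further from them, in both directions. The pooled level of the signature genes is thus near that of such droplets, but droplets are not shown to be the whole cause. Without the doublets called by Scrublet, the cluster with the highest M-MDSC markers (40 and 81 cells) was still led by Ngp, Camp and Ltf. Whether Scrublet marked all such droplets was not tested. A mixture with the PMN-MDSC-like cells in place of all neutrophils ran to its bound (99.9999% of UMIs from these cells) and left −0.99, so that it does not describe a mixture. Free RNA of lysed neutrophils would not raise the UMIs per cell, and their median was 1.496 times that of the mature monocyte-like cells (1.86 in aged and 1.51 in young mice), which argues against it. A cell state which shares genes of both lineages, and age, stay open and untested.

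Cd300c2 was higher in aged than in young mice in the PMN-MDSC-like cluster (log2 ratio 0.54). With the cells from young mice weighted to the pseudotime distribution of those from aged mice it was 0.63, at equal mean depth 0.59, and without the 20 genes of most UMIs, which took 45.0% and 41.2% of the UMIs, 0.64. The values of 0.63 and 0.64 argue against a shift along the maturation order and a few abundant genes as the whole cause. Thinning to equal mean depth leaves the CPM of the same cells unchanged on average. The value of 0.59 thus argues only against depth acting through the choice of cells, and does not decide on depth otherwise. The ratio of 0.12 without integration leaves open that the choice of cells may matter. Reads shared between the CD300 copies were not tested. Age stays open as a biological explanation, untested with 1 library per age.

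The later position of the PMN-MDSC-like cells in pseudotime remained with all cells thinned to 1000 UMIs before the embedding (0.0391), which argues against their lower number of UMIs. Free RNA was not tested for this order, and maturation stays open as a biological explanation. Of the signature genes, 98.7% were higher in the PMN-MDSC-like cluster in both libraries without the 20 genes of most UMIs, against 31.3% of all genes, a difference of 67.4 percentage points, which argues against these genes as the cause. A shared program of these cells stays open and untested, as the list was drawn from the same libraries.

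Monocytes were a smaller share of the library from aged mice. Among neutrophils and monocytes alone, monocytes were 4.58% in aged and 14.2% in young mice, a difference of −9.59 percentage points (95% interval −10.5 to −8.72). With every barcode, without doublets, without integration, at equal mean depth, without the upper limit on genes and with another processor type, monocytes were 4.00 to 4.51% of the library from aged mice and 11.2 to 13.9% of that from young mice, which argues against the filter, the doublets, the integration and the depth as the whole cause. A shift of the gate between neutrophils and monocytes, and age, stay open and untested.

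Neutrophil cluster 4, with few UMIs, held 2.20% of the neutrophils from aged and 0.390% of those from young mice. Its median mitochondrial share was 5.04 times that of the other neutrophils in aged mice and 1.69 times in young mice, where it rests on 25 cells. Damaged cells and another cause cannot be told apart for this cluster, as the cells from young mice are too few. Age stays open and untested.

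In the neutrophils, the genes with the highest log2 ratio of aged over young mice were Wfdc17 (3.27), Dmkn (3.03), Ctsg (2.99), Prtn3 (2.83) and Elane (2.73), and those with the lowest Prss34 (−6.53), Thbs1 (−4.72), Mcpt8 (−4.58), Cd74 (−2.61) and Itgb7 (−2.52). Prss34 and Mcpt8 lead the basophil or mast-like cluster. In the monocytes, Igkc (3.48), Elane (3.05), Prtn3 (2.94), Ctsg (2.94) and Ifitm1 (2.58) were highest and Ifi213 (−3.36), Sdc3 (−3.17), H2-Aa (−3.05), Hpgd (−3.01) and H2-Eb1 (−2.85) lowest. Igkc leads the B cell-like cluster. No explanation was tested for these genes, and sorting, free RNA and age stay open.

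Over all kept cells, 14 of the 19 genes measured by RT-qPCR in the paper had a higher CPM in aged mice, 13 of them beyond counting error, with log2 ratios from −0.80 for Cxcl2 to 2.40 for Ifitm1, and a median of 0.32. The ratios were 0.61 for Il1b, 0.63 for Retnlg, 0.26 for Jaml and 0.42 for Cd300c2. Gapdh, to which the RT-qPCR was normalized, had a ratio of 0.46, and relative to it 7 of the 19 genes were higher in aged mice, with a median of −0.14. The RT-qPCR itself is not analysed here, and neither sampling of mice nor age was tested as a cause of these ratios. Xist had 3 UMIs in the library from aged and 13 in that from young mice, and Ddx3y 4158 and 3889, as in male mice.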
